# Hypoxia‐inducible factor 1A inhibition overcomes castration resistance of prostate tumors

**DOI:** 10.15252/emmm.202217209

**Published:** 2023-04-18

**Authors:** Julie Terzic, Mohamed A Abu el Maaty, Régis Lutzing, Alexandre Vincent, Rana El Bizri, Matthieu Jung, Céline Keime, Daniel Metzger

**Keywords:** castration‐resistant prostate cancer, genetically‐engineered mice, HIF1A, PTEN, single‐cell RNA sequencing, Cancer, Urogenital System

## Abstract

Androgen deprivation therapy (ADT) is a cornerstone of prostate cancer (PCa) management. Although tumors initially regress, many progress to a hormone‐independent state termed castration‐resistant PCa (CRPC), for which treatment options are limited. We here report that the major luminal cell population in tumors of Pten^(i)pe−/−^ mice, generated by luminal epithelial cell‐specific deletion of the tumor suppressor PTEN after puberty, is castration‐resistant and that the expression of inflammation and stemness markers is enhanced in persistent luminal cells. In addition, hypoxia‐inducible factor 1 (HIF1) signaling, which we have previously demonstrated to be induced in luminal cells of Pten^(i)pe−/−^ mice and to promote malignant progression, is further activated. Importantly, we show that genetic and pharmacological inhibition of HIF1A sensitizes Pten‐deficient prostatic tumors to castration and provides durable therapeutic responses. Furthermore, HIF1A inhibition induces apoptotic signaling in human CRPC cell lines. Therefore, our data demonstrate that HIF1A in prostatic tumor cells is a critical factor that enables their survival after ADT, and identify it as a target for CRPC management.

**The paper explained**

**Problem**

Hormonal therapy known as androgen deprivation therapy is used to treat men with prostate cancer. While tumors initially respond to this treatment, disease relapse occurs in a subset of patients, and tumors progress to an advanced stage known as castration‐resistant prostate cancer (CRPC), for which treatment options remain limited. In this study, we sought to identify novel therapeutic targets for the management of men with CRPC.

**Results**

We analyzed prostates of castration‐resistant genetically‐engineered mice using single‐cell transcriptomics and unraveled that hypoxia‐inducible factor 1 (HIF1) signaling is induced in persistent Pten‐deficient prostatic luminal cells. We found that genetic and pharmacological inhibition of HIF1A in prostatic lesions sensitizes them to androgen deprivation, and leads to durable therapeutic responses. In addition, we demonstrate that HIF1A inhibition induces apoptotic signaling in human CRPC cell lines.

**Impact**

Our study demonstrates that HIF1A inhibition is an efficient strategy to target castration‐resistant prostatic tumors, and paves the way for the clinical evaluation of HIF1A inhibitors in the management of CRPC.

## Introduction

Prostate cancer (PCa) is the second most commonly diagnosed neoplasia in men worldwide and one of the major causes of cancer‐related death (Siegel *et al*, 2017; Rebello *et al*, 2021). Curative options of localized tumors include radical surgical prostatectomy, external beam radiotherapy, or low‐dose‐rate brachytherapy. However, these treatments often induce side effects, such as impotence, incontinence, and infertility (Resnick *et al*, 2013). The benefit of adding neoadjuvant and adjuvant androgen deprivation therapy (ADT) to achieve castrate levels of testosterone by either surgical orchiectomy or medical castration is well established for men with high‐risk localized and advanced disease. Although initially effective, about 30% of patients relapse after first‐line treatment (Rebello *et al*, 2021). Moreover, nearly all metastatic patients progress to an androgen‐independent state, termed castration‐resistant prostate cancer (CRPC) (Parker *et al*, 2020; Rebello *et al*, 2021). Key regulators implicated in the progression of localized disease to CRPC include PTEN, a tumor suppressor gene that is mutated in 12% of localized and metastatic castration‐sensitive prostate cancer, and in more than 40% of CRPC patients (Cancer Genome Atlas Research, 2015; Robinson *et al*, 2015). Numerous studies have identified mechanisms of castration resistance, including tumor cell‐intrinsic ones, such as androgen receptor (AR) amplifications and mutations, as well as microenvironmental ones, such as the enrichment of immunosuppressive myeloid‐derived suppressor cells (MDSCs) (Rebello *et al*, 2021). Despite these findings, the therapeutic arsenal for CRPC is limited (Heidenreich *et al*, 2013). Indeed, a combination of second‐generation AR pathway inhibitors (e.g., abiraterone and enzalutamide) and conventional taxane‐based chemotherapy (e.g., docetaxel) only improves the survival of CRPC patients by about 5 months (Fizazi *et al*, 2012). Moreover, the inhibition of AR signaling in CRPC by such potent AR inhibitors has been linked to the emergence of lethal neuroendocrine PCa (Davies *et al*, 2018). While the use of PARP inhibitors, such as olaparib and rucaparib, has broadened the therapeutic landscape in the context of metastatic CRPC with alterations in homologous recombination repair genes (ATM, BRCA1, BRCA2), resistance may also emerge (Loehr *et al*, 2022), and the overall survival is improved by around 3 months (Hussain *et al*, 2020). Therefore, elucidating additional targetable mechanisms of castration resistance is highly desired to develop effective therapeutic strategies for CRPC.

We have previously shown that prostatic intraepithelial neoplasia (PIN) of Pten^(i)pe−/−^ mice, generated by luminal epithelial cell‐specific deletion of the tumor suppressor PTEN after puberty, is hypoxic and that enhanced hypoxia‐inducible factor 1 (HIF1) signaling in luminal cells drives the malignant evolution of such lesions (Abu El Maaty *et al*, 2022). In this study, we analyzed the molecular underpinnings enabling luminal cell survival in tumors of Pten^(i)pe−/−^ mice under androgen deprivation conditions and found that castration resistance is associated with further activation of hypoxic signaling and a shift in luminal cell state. Importantly, we demonstrate that genetic or pharmacological inhibition of hypoxia‐inducible factor 1A (HIF1A) overcomes castration resistance and provides a durable therapeutic response. Our results therefore demonstrate that inhibiting HIF1A is a therapeutic strategy for the management of CRPC.

## Results

### Androgen deprivation further enhances hypoxic signaling in prostatic luminal‐C cells

To study the impact of androgen deprivation on Pten‐deficient prostatic luminal cells, Pten^L2/L2^ (control) and Pten^(i)pe−/−^ mice were orchiectomized at 3 months after gene invalidation (AGI), and analyzed 1 month after surgery. As expected, the weight of androgen‐responsive tissues (e.g., seminal vesicles and bulbocavernosus muscle) was strongly reduced in castrated mice of both genotypes compared with sham‐operated ones (Figs EV1A and 1B). Although the prostate weight was reduced by castration in both mouse lines, histological analyses revealed a shrinkage of the dorsolateral prostate (DLP) glands only in castrated Pten^L2/L2^ mice (Figs 1A and EV1C and D). Importantly, a similar proportion of PIN and adenocarcinoma were present in the DLP of sham‐operated and castrated Pten^(i)pe−/−^ mice (Fig 1A and B). Of note, immunohistochemical detection of AR revealed a strong nuclear staining in prostates of sham‐operated control and mutant mice and cytoplasmic staining in those of castrated ones (Fig 1A). Collectively, these results demonstrate that androgen deprivation impairs AR nuclear translocation but does not induce regression of Pten‐deficient prostatic lesions.

**Figure 1:**
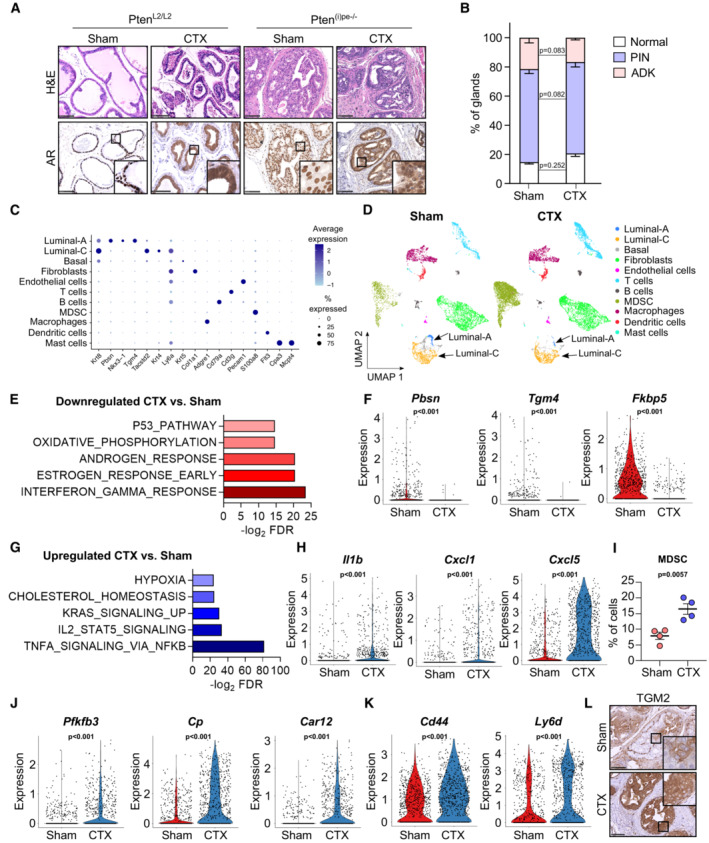
Characterization of prostate tumors of castrated Pten^(i)pe−/−^ mice ARepresentative H&E staining and immunohistochemical analysis of the androgen receptor (AR) in the dorsolateral prostate (DLP) of Pten^L2/L2^ and Pten^(i)pe−/−^ mice, sham‐operated (sham), or castrated (CTX) at 3 months after gene inactivation (AGI), and analyzed at 1 month after surgery. Scale bars: 100 μm. *N* = 3 mice per condition.BHistological scoring of DLP of sham and CTX Pten^(i)pe−/−^ mice analyzed at 1 month after surgery. ADK, adenocarcinoma. *N* = 4 mice per condition. Data presented are mean, and error bars correspond to SEM. *P*‐values were determined using an unpaired *t*‐test.CDot plot depicting the expression of cell‐lineage specific markers in the various clusters generated after scRNA‐seq analysis of prostates of sham and CTX Pten^(i)pe−/−^ mice analyzed at 1 month after surgery.DUniform Manifold Approximation and Projection (UMAP) of cells from prostates of sham or CTX Pten^(i)pe−/−^ mice. Luminal‐A and Luminal‐C cells are indicated by arrows.EBar chart depicting the identified hallmarks through Gene Set Enrichment Analysis (GSEA) of the genes downregulated in luminal‐C cells of Pten^(i)pe−/−^ mice with castration. FDR, False Discovery Rate.FViolin plots depicting transcript levels of androgen‐responsive genes in luminal‐C cells of sham and CTX Pten^(i)pe−/−^ mice. *P*‐values were determined by the Wilcoxon rank‐sum test.GBar chart depicting the identified hallmarks through GSEA of the genes upregulated in luminal‐C cells of Pten^(i)pe−/−^ mice with castration.HViolin plots depicting the transcript levels of inflammation‐related genes in luminal‐C cells of sham and CTX Pten^(i)pe−/−^ mice. *P*‐values were determined by the Wilcoxon rank‐sum test.IFlow cytometric analysis of myeloid‐derived suppressor cells (MDSC) in prostates of Pten^(i)pe−/−^ mice, sham and CTX at 3 months AGI and analyzed 1 month later. *N* = 4 mice per group. *P*‐values were determined by a two‐tailed *t*‐test.J, KViolin plots depicting the transcript levels of hypoxia‐related genes (J) and plasticity‐related genes (K) in luminal‐C cells of sham and CTX Pten^(i)pe−/−^ mice. *P*‐values were determined by the Wilcoxon rank‐sum test.LRepresentative immunohistochemical detection of TGM2 in DLP of sham and CTX Pten^(i)pe−/−^ mice. *N* = 3 mice per condition. Scale bars: 100 μm. Source data are available online for this figure.

**Figure EV1:**
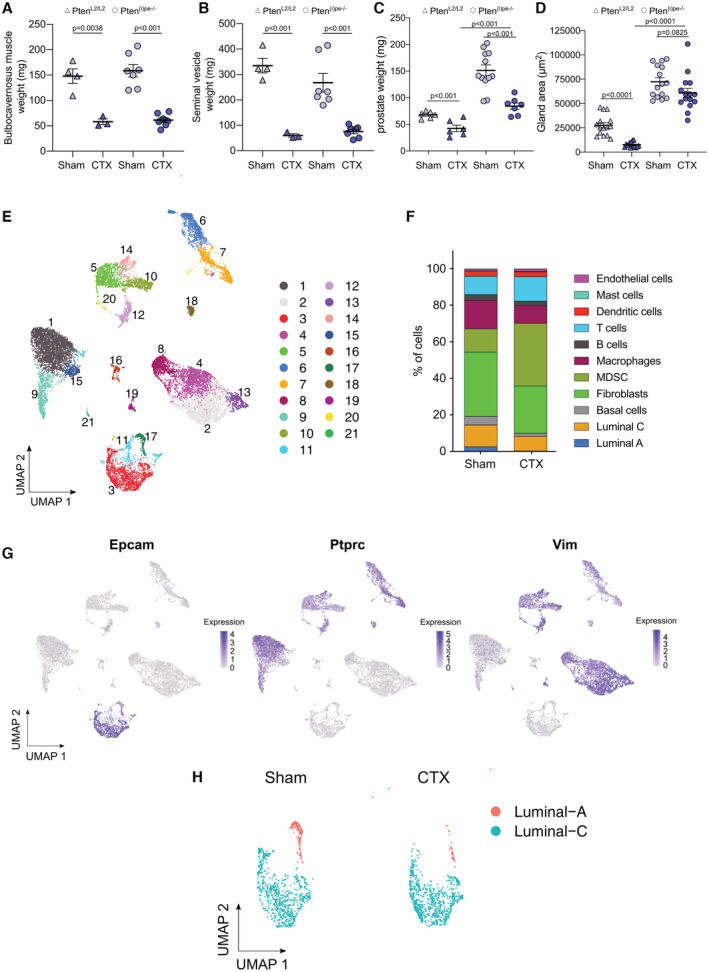
Characterization of castrated Pten^(i)pe−/−^ mice A–CWeight of bulbocavernosus muscles (A), seminal vesicles (B), and prostates (C) of Pten^L2/L2^ (control) and Pten^(i)pe−/−^ mice, sham‐operated (sham), or castrated (CTX) at 3 months AGI and analyzed at 1 month after surgery. *N* = 3–12 mice/condition. Data presented are mean ± SEM. *P*‐values were determined by one‐way ANOVA followed by a *post hoc* Tuckey test.DGland areas in DLP of sham and CTX control Pten^L2/L2^ and Pten^(i)pe−/−^ mice. *N* = 3 mice/condition. Five glands per mouse were quantified. *P*‐values were determined by one‐way ANOVA followed by a *post hoc* Tuckey test.EUMAP depicting the unbiased clusters obtained from scRNA‐seq analysis of cells from prostates of Pten^(i)pe−/−^ mice, sham or CTX at 3 months AGI and analyzed 1 month after surgery.FStacked bars showing the proportion of the identified cell populations in the prostates of sham and CTX Pten^(i)pe−/−^ mice, based on the scRNA‐sequencing analysis.GFeature plots depicting the expression of Epcam, Ptprc, and Vim in the various cell clusters.HUMAP depicting luminal‐A and luminal‐C cells obtained from scRNA‐seq analysis of prostates of Pten^(i)pe−/−^ mice, sham or CTX at 3 months AGI and analyzed 1 month after surgery.

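Single-cell libraries were made with the 10x Genomics 3′ chemistry from prostates of Pten (i)pe-/- mice, in which *Pten* is inactivated in luminal cells after puberty. Mice were sham-operated or castrated 3 months after gene invalidation (AGI), and prostates were taken 1 month later. The prostates of 3 mice per condition were dissociated with enzymes and their cells pooled, and living (DAPI-negative) cells were sorted, so that each condition is represented by 1 library and the spread between mice cannot be measured. The methods of the paper state 10000 loaded cells per library, whereas the sample labels state 16500 cells and a lower minimal viability than the paper. According to the methods, the authors sequenced the libraries on a NextSeq 550 and counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger 6.0.2 against the mouse reference of 10x Genomics for GRCm38, and the deposited values are these raw counts.
The sham library held 6893 cell barcodes with 74835915 counts, and the castrated library 10372 barcodes with 67443818 counts. With the limits stated in the methods (200 to 8000 genes and at most 30% mitochondrial counts per cell), 6166 and 9940 cells were kept, and the exclusion of cells with a normalized *Pate4* value above 4, taken by the authors as epididymal contaminants, left 6110 and 9783 cells. The median UMI count per kept cell was 7974.5 in the sham and 4122 in the castrated library, and the median number of genes was 2195.5 and 1473, so that low transcripts are seen in fewer castrated cells at the same level of expression.
Cells were normalized to 10000 counts, the libraries were integrated with 20 dimensions, and clusters were taken at resolution 0.5, as in the methods. Expression was compared within a cell class from counts summed over its cells, as CPM (counts scaled to the same total per class and library) and as the log2 ratio of castrated over sham with an exact 95% interval for Poisson counts. Shares of cells are given with exact Clopper-Pearson 95% intervals. With 1 library per condition no test was run, and these intervals cover counting error only, not differences between mice, pools or dissociations. A gene with 0 counts in a library was set to a floor of 3 counts, which makes its ratio a bound. Scaling by the median ratio over 10021 genes in place of the total count lowers every log2 ratio in luminal-C-like cells by 0.13.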

To characterize the molecular underpinnings enabling luminal cell survival under androgen deprivation in an unbiased manner, we performed droplet‐based single‐cell RNA sequencing (scRNA‐seq) on 6,166 and 9,940 cells isolated 1 month after surgery from prostates of Pten^(i)pe−/−^ mice, sham‐operated and castrated at 3 months AGI, respectively. Analysis of these 16,106 cells identified 21 prostatic clusters (Fig EV1E), which were classified into epithelial cells (*Epcam*; clusters 3, 11, and 17) and mesenchymal cells, the latter comprising leukocytic (*Ptprc*; clusters 1, 5, 6, 7, 9, 10, 12, 14, 15, 16, 18, 20, 21) and nonleukocytic (*Vim*; clusters 2, 4, 8, 13 and 19) cells (Fig EV1E–G **)**. 

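Clustering of the kept cells gave 20 clusters, of which 3 were epithelial, 12 leukocytic and 5 nonleukocytic. *Epcam*, which encodes an epithelial adhesion protein, was detected in 99.5% of the cells of cluster 6, 79.6% of those of cluster 17 and 71.4% of those of cluster 11. *Ptprc*, which encodes the leukocyte antigen CD45, was detected in 92.1% of the cells of cluster 1, the largest leukocytic cluster. Epithelial cells made up 18.6% of the sham and 9.73% of the castrated cells (1139 and 952 cells). The leukocytic share was 45.3% in sham and 63.2% in castrated mice (2765 and 6180 cells), and the nonleukocytic share was 36.1% and 27.1% (2206 and 2651 cells). Cluster numbers and names were rebuilt here from marker genes, and 18 of the clusters could be named. Cluster 11 (403 sham and 269 castrated cells) stayed unnamed, since its median UMI count in sham cells was only 1903, and cluster 19 (52 and 64 cells) was led by genes of dividing cells. The sort kept living cells of every type, so that these shares depend on how well each type survived the dissociation.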

The leukocytic clusters included T‐ (*Cd3g*) and B‐(*Cd79a*) lymphocytes, MDSCs (*S100a8*), dendritic cells (*Flt3*), macrophages (*Adgre1*), and mast cells (*Cpa3* and *Mcpt4*) (Fig 1C). 

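T or NK cell-like cells made up 8.97% of the sham cells (interval 8.26 to 9.71%) and 12.3% of the castrated cells (11.6 to 13.0%). Cluster 7, led by *Icos*, *Il7r* and *Cd40lg*, and cluster 8, led by *Gzma*, *Ccl5* and *Nkg7*, formed this class. Cluster 8 held more of it in sham mice (297 against 251 cells) and cluster 7 in castrated mice (628 against 574 cells). B cell-like cells went from 0.884% to 1.47% and mast cell-like cells, led by *Cma1*, *Cpa3* and *Mcpt4*, from 0.426% to 0.889%. Macrophage-like cells formed a smaller share after castration, 9.76% (9.18 to 10.4%) against 15.5% (14.6 to 16.4%), as did plasma cell-like cells, 0.94% against 2.41%. The dendritic cell-like share was 3.00% in sham and 2.68% in castrated cells. Among leukocytes alone, the T or NK cell-like share was nearly equal in both libraries, 19.8% and 19.4%, whereas the macrophage-like share was 34.2% and 15.5%. All of these are shares of sorted living cells, and a rise of 1 class lowers the shares of the others.

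**Figure D1:**
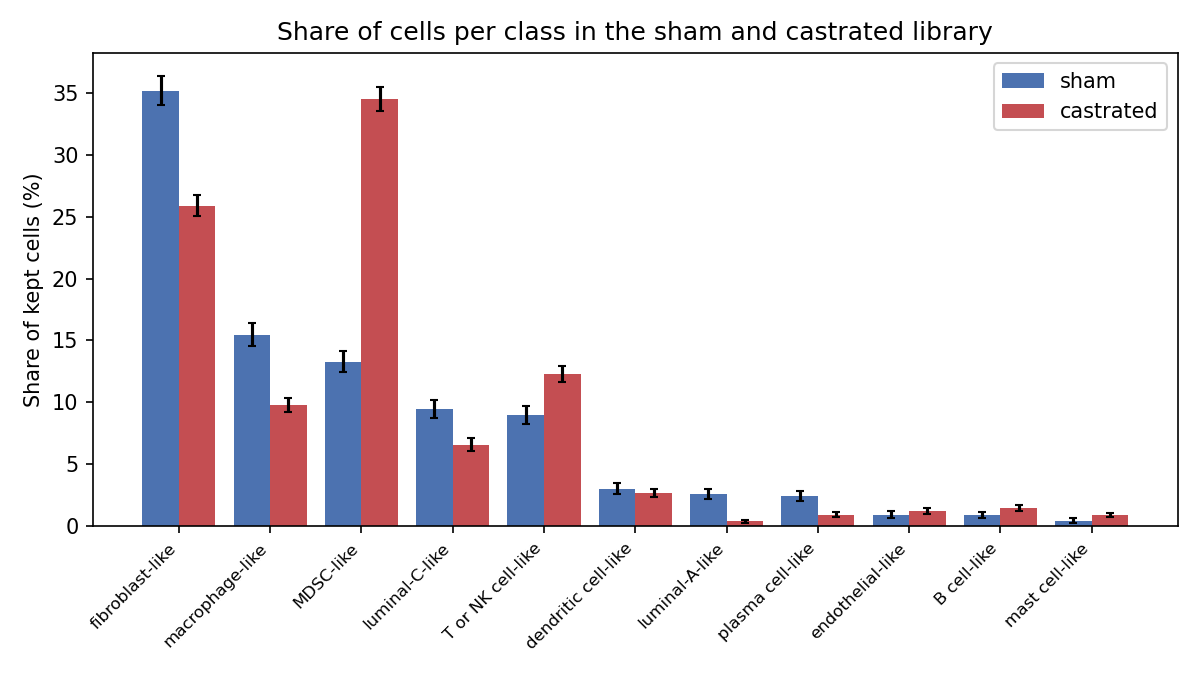
Share of the kept cells (%) that each named class made up in the sham (blue) and castrated (red) library, with exact binomial 95% intervals as error bars. MDSC-like cells form the tallest castrated bar, and fibroblast-like cells the tallest sham bar at 35.2%.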

Nonleukocytic mesenchymal cells included endothelial cells (*Pecam1*) and stromal fibroblasts (*Col1a1*). 

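Fibroblast-like cells fell from 35.2% of the sham (34.0 to 36.4%) to 25.9% of the castrated cells (25.0 to 26.8%). They comprised cluster 2 (*Myoc*, *Rspo3*, *Inmt*, *Igfbp3*), cluster 3 (*Sfrp4*, *Timp1*, *Cpxm1*), cluster 9 (*Wif1*, *Rorb*, *Sfrp2*) and cluster 14 (*Ptx3*, *Fbn1*, *Has1*). In sham mice cluster 3 was the largest of them with 867 cells, and in castrated mice it was cluster 2 with 1092 cells. Endothelial-like cells were few, 0.917% of the sham and 1.21% of the castrated cells (56 and 118 cells). The median UMI count was 10264.5 per sham and 6481 per castrated fibroblast-like cell, 6177.5 and 4507 per T or NK cell-like cell, and 24978.5 and 16596 per luminal-C-like cell. A share of cells with a UMI of a given gene is thus read at a greater depth in luminal-C-like cells than in the classes used as background.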

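*Pbsn*, which encodes the secreted protein probasin, was detected in 81.7% of the 158 sham cells of cluster 17, and *Tgm4*, which encodes a prostatic transglutaminase, in 84.8% of them. *Nkx3-1*, a transcription factor gene of the prostatic epithelium, was detected in 49.4% of these cells. Cluster 17 was named luminal-A-like from these genes. In the 578 sham cells of cluster 6, named luminal-C-like, *Pbsn* was detected in 29.4%, *Tgm4* in 23.5% and *Nkx3-1* in 5.19% of the cells. *Tacstd2*, the gene of the surface protein TROP2, was detected in 88.1% of the sham luminal-C-like and 14.6% of the sham luminal-A-like cells. These genes served to name the clusters and are not findings about them. *Krt5*, a keratin gene of basal cells, was detected in 14.4% of the sham and 12.3% of the castrated cells of cluster 11, against 1.56% of the sham luminal-C-like cells, and when the epithelial cells were clustered again, 66 sham and 38 castrated cells formed a basal-like cluster. *Pbsn* was also detected in 11.2% and *Tgm4* in 8.33% of the sham fibroblast-like cells, a background of free RNA that the luminal-C-like share includes, and luminal-A-like cells had a lower median of 4825.5 UMIs.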

Epithelial clusters comprised basal cells (*Krt5*), as well as two luminal subsets (*Krt8*), termed luminal‐A and ‐C (Fig 1C), characterized by elevated levels of androgen‐responsive genes (e.g., *Pbsn*, *Nkx3‐1*, and *Tgm4*) (Rennie *et al*, 1993; He *et al*, 1997; Lopez‐Bujanda *et al*, 2021), and stemness‐associated markers (*Tacstd2* [encoding *Trop2*]/*Krt4*/*Ly6a*), respectively (Fig 1C and D). Luminal‐C cells are a minor population in control prostates, and the predominant epithelial subset in Pten‐deficient prostatic lesions (Abu El Maaty *et al*, 2021, 2022). Cells with similar characteristics have been recently suggested to be intrinsically castration‐resistant (Baures *et al*, 2022). Interestingly, the abundance of luminal‐A but not luminal‐C cells was reduced after castration (Figs 1D and EV1F and H). These data therefore demonstrate that only a minor population of prostatic luminal cells is eliminated by castration of Pten^(i)pe−/−^ mice, and indicate intrinsic castration‐resistant properties for luminal‐C cells.

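Luminal cells were those of clusters 6 and 17, without the unnamed cluster 11. Luminal-A-like cells made up 21.5% of the 736 sham luminal cells (interval 18.6 to 24.6%) and 5.56% of the 683 castrated ones (3.97 to 7.56%), a ratio of 0.259 (0.177 to 0.371). Of these cells, 25 sham and 17 castrated ones had ionocyte or seminal vesicle markers, and without them the shares were 18.7% and 3.15%, a ratio of 0.169. Of all kept cells the luminal-A-like cluster formed 2.59% in sham and 0.388% in castrated mice. Sham luminal-A-like cells had a UMI of *Pbsn*, *Nkx3-1* or *Tgm4* in 139 of 158 cells, and the castrated cells of this cluster in 0 of 38 (exact upper limit 9.25%). When epithelial cells were clustered without the androgen-responsive and secretory genes, luminal cells low in luminal-C markers made up 35.2% of 687 sham and 21.3% of 647 castrated cells, and a luminal-A-like sub-cluster made up 19.1% and 6.80%. Cells of that sub-cluster with at least 2 of the 3 genes were 17.5% (14.7 to 20.5%) of the sham luminal cells and 0 of 647 (exact upper limit 0.569%). Epithelial cells were also classed one by one at 7523 UMIs. More UMIs of *Pbsn*, *Nkx3-1* and *Tgm4* than of *Tacstd2*, *Krt4* and *Ly6a* were held by 12.3% of the sham and 0.485% of the castrated cells (22.5% and 0.482% without thinning, which left out 440 and 281 cells). Thinned cells with equal numbers of both, 65 sham and 53 castrated, were not counted. *Pbsn*, *Nkx3-1* and *Tgm4* were lower after castration in luminal-C-like cells as well, so that shares based on them do not tell how many luminal-A cells remained.
Luminal-C-like cells numbered 578 in the sham and 645 in the castrated library. Their share of all kept cells was 9.46% (8.74 to 10.2%) and 6.59% (6.11 to 7.1%). Among epithelial cells the share was higher after castration, 67.8% (64.7 to 70.7%) against 50.7% (47.8 to 53.7%), and among all cells other than MDSC-like ones it was 10.1% against 10.9%.
The size of cluster 17 changed with the processing: without integration the luminal-A-like shares were 14.4% and 0% (exact upper limit 0.405%), and without the *Pate4* exclusion, where the cluster is led by *Pate4*, *Pate6* and *Svs2* as well as *Pbsn*, they were 17.4% and 17.7%. All shares refer to sorted living cells.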

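In luminal-C-like cells, compared over 16031900 sham and 12449756 castrated counts, genes of secreted products were among those that fell most after castration. *Defb50*, a defensin gene on chromosome 8 (21823539 to 21831296, forward strand, of GRCm38), was at 1567 CPM in sham and at 0.0803 CPM, a single count, in castrated cells, a log2 ratio of −14.25 (−19.56 to −11.77). *Abo*, which encodes a glycosyltransferase of the ABO blood group, was at 29.9 and 0.0803 CPM, also a single count (−8.54, −13.85 to −6.06). For *Msmb*, at 59.4 CPM in sham and 0 counts in castrated cells, the decrease was at least 247-fold, but in sham cells it was detected in 3.63% and 11 cells held 96.5% of its UMIs. Of 12 secretory genes, all were lower (median log2 ratio −4.83, percentile 0 of 10000 random lists of equal size and expression), but the list was taken from Dataset EV1 on these samples and is no independent evidence. The list fell as far in classes that are not epithelial, with medians of −4.63 in fibroblast-like, −4.87 in T or NK cell-like, −5.56 in MDSC-like and −5.997 in macrophage-like cells, each at percentile 0. Free RNA in those classes would fall with its source, so that these medians do not tell whether the fall is particular to luminal-C-like cells. *Defb50* was detected in 32.5% of the sham luminal-C-like cells and in 8.19% of the sham fibroblast-like cells, and 65 cells held 98.9% of its UMIs. Both *Defb50* and *Msmb* are on the list of luminal-A markers used for naming. *Abo*, *Spink1* and *Sbp* led a sub-cluster low in luminal-C markers, which took 36 sham and 81 castrated luminal-C-like cells. These falls are thus not shown for the class as a whole.
Among the genes that rose most was *Rgs5*, which encodes a regulator of G-protein signaling (ENSMUSG00000026678, chromosome 1, 169655501 to 169695813, forward strand). It rose from 1.37 to 154 CPM (log2 ratio 6.81) and was detected in 1.04% of the sham and 13.3% of the castrated cells, against 0.791% and 1.82% of the fibroblast-like cells. *Fxyd2*, a gene of the sodium pump, rose from 2.37 to 93.3 CPM (log2 ratio 5.30) and was detected in 5.19% and 21.7% of the cells, against 4.56% and 1.93% of the fibroblast-like and 22.3% and 17.7% of the macrophage-like cells. The kallikrein genes *Klk1b27*, *Klk1b26* and *Klk1b9* had log2 ratios of 5.53, 5.43 and 4.39, and reads of such near-identical paralogs are not surely assigned. The 382 genes of Dataset EV1 had the direction given there in all 382 cases. Over the alternative settings, the median of the secretory list ranged from −9.95 to −4.42, the log2 ratio of *Defb50* from −14.56 to −9.73 and that of *Klk1b26* from 3.53 to 9.20.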

Differential expression analysis revealed that the transcript levels of around 380 genes were altered in luminal‐C cells by castration (Dataset EV1). As expected, enrichment analysis of the genes downregulated in luminal‐C cells of castrated mice compared with those of sham‐operated ones using the Molecular Signatures Database (MSigDB) identified “androgen response” among the top 10 downregulated pathways (Fig 1E; Table EV1), with the expression of a number of androgen‐responsive genes, including *Pbsn*, *Tgm4*, and *Fkbp5*, reduced by androgen deprivation (Fig 1F; Dataset EV1). On the other hand, enrichment analysis of the genes upregulated in luminal‐C cells of castrated mice identified inflammation‐related pathways, including “TNFA signaling via NF‐kB” and “IL2‐STAT5 signaling” (Fig 1G; Table EV1). 

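*Pbsn*, *Tgm4* and *Fkbp5* were all lower in luminal-C-like cells of castrated mice. *Pbsn* (ENSMUSG00000000003, chromosome X of GRCm38, 77837901 to 77853623, reverse strand) was at 70.8 CPM in sham and 0.562 CPM in castrated cells, a log2 ratio of −6.98 (−8.29 to −5.93). *Tgm4* (ENSMUSG00000025787, chromosome 9, 123034726 to 123067561, forward strand) was at 53.4 and 0.161 CPM (−8.38, −11.42 to −6.52). *Fkbp5* (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527, reverse strand), which encodes a co-chaperone of steroid receptors, was at 103 and 10.04 CPM (−3.35, −3.63 to −3.09). Of 20 androgen-responsive genes, 13 were lower and 7 higher, with a median log2 ratio of −0.26 at percentile 0.10 of random lists and a spread over members of −3.47 to 0.22, which includes 0. The median was similar in fibroblast-like (−0.37, percentile 0.20), macrophage-like (−0.23, percentile 0.35) and MDSC-like cells (−0.15, percentile 1.58), and above 0 in T or NK cell-like cells (0.11, percentile 53.2). Among the higher ones were *Steap4* (1.13) and *Homer2* (1.06), and *Nkx3-1* was among the lower ones (−4.14). The study chose 3 members of this list on these samples, which are therefore no independent evidence of its direction.
*Fkbp5* was detected in 74.4% of the sham and 14.6% of the castrated luminal-C-like cells (45.9% and 6.95% at 7523 UMIs), and its background class was not free of it, since fibroblast-like cells had it in 50.4% and 18.9%. In sham cells, 14 luminal-C-like cells held 79.1% of the *Pbsn* UMIs and 15 held 76% of those of *Tgm4*, so that both ratios rest on few cells. Over the alternative settings the log2 ratio ranged from −7.91 to −5.31 for *Pbsn*, and without cells called doublets it was −2.36 for *Nkx3-1* and the median of the list was 0.02.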

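Of 24 NF-kB target genes, 17 were higher and 7 lower in castrated luminal-C-like cells, with a median log2 ratio of 0.33 at percentile 98.8 of random lists. The list was also higher in T or NK cell-like (0.26, percentile 99.2) and fibroblast-like cells (0.27, percentile 97.7), and lower in macrophage-like cells (−0.24, percentile 0.02). *Ccl20*, which encodes a chemokine for lymphocytes and dendritic cells, went from 31.4 to 240 CPM (log2 ratio 2.93) and was detected in 2.42% of the sham and 13.5% of the castrated cells. *Nfkb2*, a gene of the pathway itself, was lower (−0.62). Of 18 measured IL2-STAT5 genes, 8 were higher and 10 lower, with a median of −0.11 at percentile 3.01. *Ahr*, which encodes the aryl hydrocarbon receptor, was higher (0.84), and the cyclin genes *Ccnd2* (−1.33) and *Ccnd3* (−0.83) were lower. Both lists were written here from general knowledge and are not the MSigDB sets.
In the same cells all 14 neutrophil genes were higher, with a median log2 ratio of 2.00. When the epithelial cells were clustered again, 11 sham and 40 castrated luminal-C-like cells fell in an MDSC-like sub-cluster with *Ptprc* in 87.6% of its cells. A fibroblast-like sub-cluster took 18 sham and 10 castrated ones, and a T or NK cell-like sub-cluster 11 and 17. The ratios in luminal-C-like cells include these cells. The IL2-STAT5 median was above 0 under several settings, for example 0.17 with at least 1000 genes per cell and 0.06 without cells called doublets, and the log2 ratio of *Ccnd2* ranged from −2.89 to −0.49.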

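Cytokine genes were higher in luminal-C-like cells of castrated mice, and MDSC-like cells formed a larger part of the castrated library. *Cxcl5* (ENSMUSG00000029371, chromosome 5 of GRCm38, 90759360 to 90761624, forward strand), a neutrophil-attracting chemokine gene, rose from 300.3 to 1686 CPM, a log2 ratio of 2.49 (2.44 to 2.53). *Cxcl1* (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115, forward strand), which encodes a ligand of the same receptor, rose from 16.3 to 162 CPM (3.31, 3.12 to 3.50). *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139, reverse strand), the gene of interleukin-1β, rose from 63.1 to 168 CPM (1.41, 1.30 to 1.52). Of 18 cytokine and chemokine genes, 16 were higher and 2 lower, with a median log2 ratio of 0.93, at percentile 100 of random lists, and the 3 genes above were chosen by the study on these samples. The list was also higher in T or NK cell-like cells (13 of 14, median 1.27, percentile 100) and in fibroblast-like cells (13 of 19, median 0.63, spread over members −0.23 to 1.84), but not in macrophage-like cells (8 of 17, median −0.07). *Cxcl3* was also higher (3.29) and *Ccl28* lower (−1.12).
*Cxcl5* was detected in 37.4% of the sham and 73.0% of the castrated luminal-C-like cells (29.0% and 68.7% at 7523 UMIs), against 1.30% and 6.40% of the fibroblast-like cells. *Cxcl1* was detected in 12.8% and 30.1%, against 3.83% and 2.91% of the T or NK cell-like cells. Fibroblast-like cells express *Cxcl1* themselves, at 639 CPM in sham and 436 CPM in castrated mice, with detection in 39.4% and 29.5% of the cells. *Il1b* was detected in 13.5% and 34.9%, but also in 10.3% and 26.9% of the fibroblast-like and 7.85% and 27.8% of the T or NK cell-like cells, so that its share in luminal-C-like cells lies close to that of classes in which it stands for background. *S100a8*, a neutrophil gene, rose in luminal-C-like cells from 57.7 to 333 CPM.
MDSC-like cells made up 13.3% of the sham (12.4 to 14.1%) and 34.5% of the castrated cells (33.5 to 35.4%), and 29.3% and 54.6% of the leukocytes. They comprised cluster 1 (*S100a9*, *S100a8*, *Retnlg*; 447 sham and 1674 castrated cells), cluster 4 (165 and 1219 cells) and cluster 10 (198 and 481 cells). Cluster 10 was led by the interferon-induced genes *Rsad2*, *Ifit1* and *Slfn4*. Cluster 4 was led by *Itpr2* and *Ccl3*, with none of its 4 naming markers among its 10 leading genes. The log2 ratio of *Il1b* was 2.56 in cells without a UMI of *Ptprc*, *Tyrobp*, *Srgn* or *Csf3r*, that of *Cxcl5* was 3.74 and that of *Ccl28* −0.09 there, and that of *Cxcl1* was 4.53 after subtraction of free RNA. The median of the neutrophil genes rose further under both settings, so that neither removes neutrophil RNA from the class. The sort took living cells without selecting a type, and MDSC-like cells were shallow (medians of 3425 and 2605.5 UMIs).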

A number of genes encoding cytokines, including *Il1b*, *Cxcl1*, and the MDSC‐recruiting factor *Cxcl5*, were induced by castration (Fig 1H; Dataset EV1), the latter potentially underscoring the enrichment of MDSCs in prostatic tumors of castrated Pten^(i)pe−/−^ mice (Figs 1I and EV1F).

Interestingly, enrichment analyses also identified “Hypoxia,” a major feature of Pten‐deficient prostatic lesions, among the hallmarks upregulated in luminal‐C cells of castrated mice (Fig 1G; Table EV1). 

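Of 28 target genes of hypoxia-inducible factors (HIF) outside Table 1, 16 were higher and 12 lower in castrated luminal-C-like cells, with a median log2 ratio of 0.09 at percentile 27.7 of random lists of equal size and expression. *Adm*, which encodes the vasoactive peptide adrenomedullin, was among the higher genes, at 26.4 CPM against 6.55 CPM in sham cells (log2 ratio 2.01). *Mxi1*, the gene of a MYC antagonist, was also higher (0.46). The glycolytic genes *Pfkl* and *Eno1* were lower, at 40.9 against 92.8 CPM (−1.18) and at 90.8 against 157 CPM (−0.79). The list was written here and is not the MSigDB set. It leaves out the genes of Table 1, which the study found raised on these samples, so that its median cannot tell whether HIF targets in general rose. Its median turned to −0.05 when expression was scaled by the median ratio over genes, and the ratio of *Adm* was 1.39 from the mean of the normalized values per cell.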

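All 11 genes of Table 1 were higher in castrated luminal-C-like cells, with log2 ratios from 0.34 for *Klf6* to 3.18 for *Cp* and a median of 0.95, at percentile 100 of random lists. The study chose these genes on these samples, so that the count is no independent evidence of their direction. The median was also above 0 in MDSC-like (11 of 11 higher, 0.47), T or NK cell-like (7 of 11, 0.71) and fibroblast-like cells (9 of 11, 0.23). It lay near 0 in macrophage-like and dendritic cell-like cells (5 of 9 in the latter, 0.06). *Cp* (ENSMUSG00000003617, chromosome 3 of GRCm38, 19957054 to 20009145, forward strand), which encodes a copper-carrying ferroxidase, rose from 173 to 1567 CPM, 9.07-fold (log2 ratio 3.18, 3.12 to 3.24). *Car12* (ENSMUSG00000032373, chromosome 9, 66713686 to 66766845, forward strand), which encodes an enzyme of pH control, rose from 18.3 to 101 CPM (2.47, 2.28 to 2.65). *Pfkfb3* (ENSMUSG00000026773, chromosome 2, 11471433 to 11554077, reverse strand), the gene of an activator of glycolysis, rose from 21.6 to 70.7 CPM (1.71, 1.53 to 1.90). The early-response genes *Fos*, *Zfp36* and *Klf6* belong to the set as well, with log2 ratios of 0.64, 0.87 and 0.34.
*Cp* was detected in 39.1% of the sham and 62.0% of the castrated luminal-C-like cells, against 2.55% and 4.49% of the T or NK cell-like cells, but fibroblast-like cells had it in 50.9% and 41.5%. *Car12* was detected in 18.9% and 44.5%, against 0.651% and 0.553% of the fibroblast-like cells, and *Pfkfb3* in 24.6% and 39.4%, against 7.72% and 8.09% (34.3% and 31.5% of the macrophage-like cells). Of 23 immediate-early and dissociation-stress genes measured in the same cells, which include *Fos*, *Zfp36* and *Klf6*, 13 were higher and 10 lower, with a median log2 ratio of 0.14 at percentile 55.4. In cells without a UMI of *Ptprc*, *Tyrobp*, *Srgn* or *Csf3r*, the ratio of *Car12* was 3.64 and the median of the immediate-early list turned to −0.03.

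**Figure D2:**
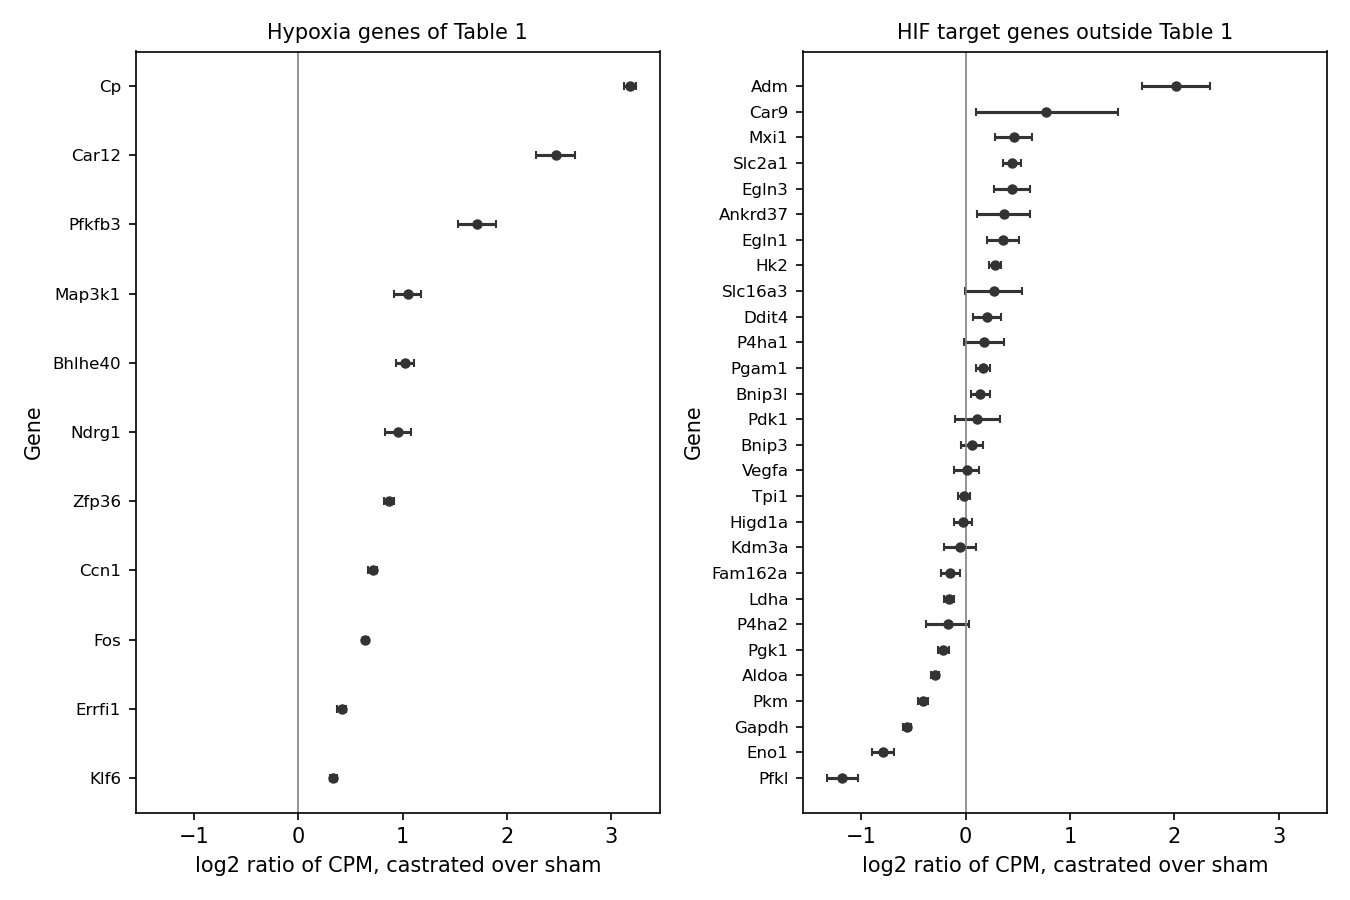
Log2 ratio of CPM (castrated over sham, horizontal axis) in luminal-C-like cells for each of the 11 genes of Table 1 (left) and of the 28 HIF target genes outside Table 1 (right), with exact 95% intervals for Poisson counts. All points on the left lie above 0, and 16 of the 28 on the right (under scaling by the median ratio, each point moves by the shift stated with the methods).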

Castration induced the expression of 11 hypoxia‐related genes in luminal‐C cells (Table 1 and Dataset EV1), including *Pfkfb3* (6‐phosphofructo‐2‐kinase/fructose‐2,6‐biphosphatase 3), *Cp* (Ceruloplasmin), and *Car12* (Carbonic anhydrase 12) (Fig 1J).

**Table 1:** List of hypoxia‐related genes induced in luminal‐C cells of castrated Pten^(i)pe−/−^ mice versus sham‐operated ones.

Gene name	*P*‐value	Average log2FC	pct.1	pct.2	*P* val_adj
Cp	1.55E‐34	2.229	0.595	0.343	3.30E‐30
Car12	2.42E‐32	0.813	0.409	0.157	5.17E‐28
Zfp36	9.50E‐15	0.754	0.850	0.807	2.03E‐10
Bhlhe40	2.77E‐14	0.640	0.668	0.592	5.91E‐10
Map3k1	3.07E‐13	0.403	0.598	0.518	6.54E‐09
Pfkfb3	3.57E‐13	0.473	0.346	0.209	7.61E‐09
Fos	7.68E‐10	0.594	0.904	0.851	1.64E‐05
Errfi1	4.09E‐09	0.457	0.862	0.824	8.73E‐05
Ndrg1	2.07E‐08	0.412	0.416	0.306	4.42E‐04
Klf6	1.97E‐06	0.453	0.924	0.889	4.20E‐02
Ccn1	3.82E‐04	0.629	0.697	0.679	1.00E+00

Average log2FC: log fold change of the average expression between the two groups. Positive values indicate that the gene is more highly expressed in the first group. Pct.1: percentage of cells where the gene is detected in the first group. Pct.2: percentage of cells where the gene is detected in the second group. *P* val adj: Adjusted *P*‐value, based on Bonferroni correction using all genes in the dataset.

*Cd44* and *Ly6d*, which have been previously reported to identify prostate stem cells/progenitors (Barros‐Silva *et al*, 2018; Wang *et al*, 2021), were also among the genes upregulated in persistent luminal‐C cells (Fig 1K; Dataset EV1), suggesting induced plasticity by castration. 

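*Ly6d* (ENSMUSG00000034634, chromosome 15 of GRCm38, 74762056 to 74763620, reverse strand), which encodes a membrane-anchored surface protein, rose in luminal-C-like cells from 535 CPM in sham to 1088 CPM in castrated mice, a log2 ratio of 1.02 (0.98 to 1.06). *Cd44* (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665, reverse strand), the gene of a hyaluronan receptor, rose from 232 to 373 CPM (0.68, 0.62 to 0.75). *Ly6d* was detected in 50.2% of the sham and 62.9% of the castrated cells, against 2.56% and 5.29% of the fibroblast-like cells. *Cd44* was detected in 78.5% and 83.4%, and fibroblast-like cells, which express it themselves, had it in 33.7% and 32.0%, and MDSC-like cells in 86.7% and 90.5%. *Tgm2*, the gene of transglutaminase 2, rose from 26.6 to 46.1 CPM (0.79, 0.61 to 0.98), with detection in 31.5% and 35.5% of the cells. All other cells held more of it, 128.2 CPM in sham and 260.0 CPM in castrated mice. *Aldh1a1*, which encodes an aldehyde dehydrogenase used as a stem cell marker, was lower, at 5.62 against 43.3 CPM (−2.94, −3.32 to −2.59).
Of 12 stem, progenitor and plasticity genes that had no part in naming the cluster, 7 were higher and 5 lower, with a median log2 ratio of 0.19 at percentile 71.4 of random lists, and *Cd44* and *Ly6d* were chosen by the study on these samples. With the 5 naming markers the count was 8 higher and 9 lower and the median −0.15 (percentile 2.28), which was above 0 under several settings, for example 0.14 without cells called doublets. In cells without a UMI of *Ptprc*, *Tyrobp*, *Srgn* or *Csf3r*, the log2 ratio of *Ly6d* was 2.16.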

We thus determined the levels of Transglutaminase 2 (TGM2), which we have recently shown to be a marker of HIF1A‐driven disease progression and luminal plasticity (Abu El Maaty *et al*, 2022). Immunohistochemical analyses revealed that TGM2 was expressed at low levels in less than half of the prostatic epithelial cells of sham‐operated Pten^(i)pe−/−^ mice at 3 months AGI and at high levels in most epithelial cells of castrated ones (Fig 1L).

Collectively, these data demonstrate that the abundance of luminal‐A is strongly decreased in castrated Pten^(i)pe−/−^ mice, whereas hypoxic signaling is further activated in castration‐resistant luminal‐C cells, which acquire a high plasticity state and promote an immune‐suppressive microenvironment.

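*Hif1a* (ENSMUSG00000021109, chromosome 12 of GRCm38, 73901375 to 73947530, forward strand), which encodes the oxygen-regulated subunit of HIF1, rose in luminal-C-like cells of castrated mice from 87.7 to 131 CPM, a log2 ratio of 0.58 (0.47 to 0.68). Of 10 HIF pathway components and targeted genes, 8 were higher and 2 lower, with a median log2 ratio of 0.40 at percentile 97.9 of random lists and a spread over members of −0.06 to 0.46, which includes 0. The lower ones were *Egln2* (−0.90), the gene of a prolyl hydroxylase that marks HIF proteins for degradation, and *Epas1* (−0.48), which encodes HIF2A. *Pten* (ENSMUSG00000013663, chromosome 19, 32757497 to 32826160, forward strand) was at 65.9 CPM in sham and 92.4 CPM in castrated cells (0.49, 0.36 to 0.61). As the chemistry counts the 3′ ends of transcripts, these *Pten* counts do not report on the deletion. HIF1A activity is set at the protein level, which was not measured in these libraries.
The paper reasons from the smaller luminal-A population and from the hypoxia, stemness and cytokine genes raised in luminal-C cells. It adds TGM2 staining, the larger MDSC population, also measured by flow cytometry, and histology with lesions about as frequent after castration. It concludes that castration depletes luminal-A cells, while luminal-C cells persist with more hypoxic signaling and plasticity and favor an immune-suppressive surrounding.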

### Luminal HIF1A enables cellular survival in response to androgen deprivation

Since hypoxic signaling was enhanced in luminal‐C cells of castrated Pten^(i)pe−/−^ mice, we determined whether luminal HIF1A is involved in resistance to androgen deprivation. To this end, Pten/Hif1a^(i)pe−/−^ mice, in which both *Pten* and *Hif1a* are selectively inactivated in luminal cells after puberty (Abu El Maaty *et al*, 2022), were castrated at 3 months AGI and analyzed 1 month after surgery. The prostate weight of castrated Pten/Hif1a^(i)pe−/−^ mice was markedly lower than that of sham‐operated ones, and similar to that of castrated controls (Pten^L2/L2^/Hif1a^L2/L2^ mice; Fig 2A). Histological analyses revealed a striking gland shrinkage in the DLP of castrated Pten/Hif1a^(i)pe−/−^ mice (Fig 2B and C), as observed in castrated controls (Figs 1A and 2C). Moreover, whereas about 75% of glands contained PINs or adenocarcinoma in sham‐operated Pten/Hif1a^(i)pe−/−^ mice, > 80% of glands in castrated ones had a neoplastic‐free appearance and no adenocarcinoma was observed (Fig 2B and D). Of note, immunohistochemical analyses showed that most of the remaining luminal cells of castrated Pten/Hif1a^(i)pe−/−^ mice expressed the luminal‐C marker TROP2 (Abu El Maaty *et al*, 2022) and AR in the cytoplasm (Fig 2E).

**Figure 2:**
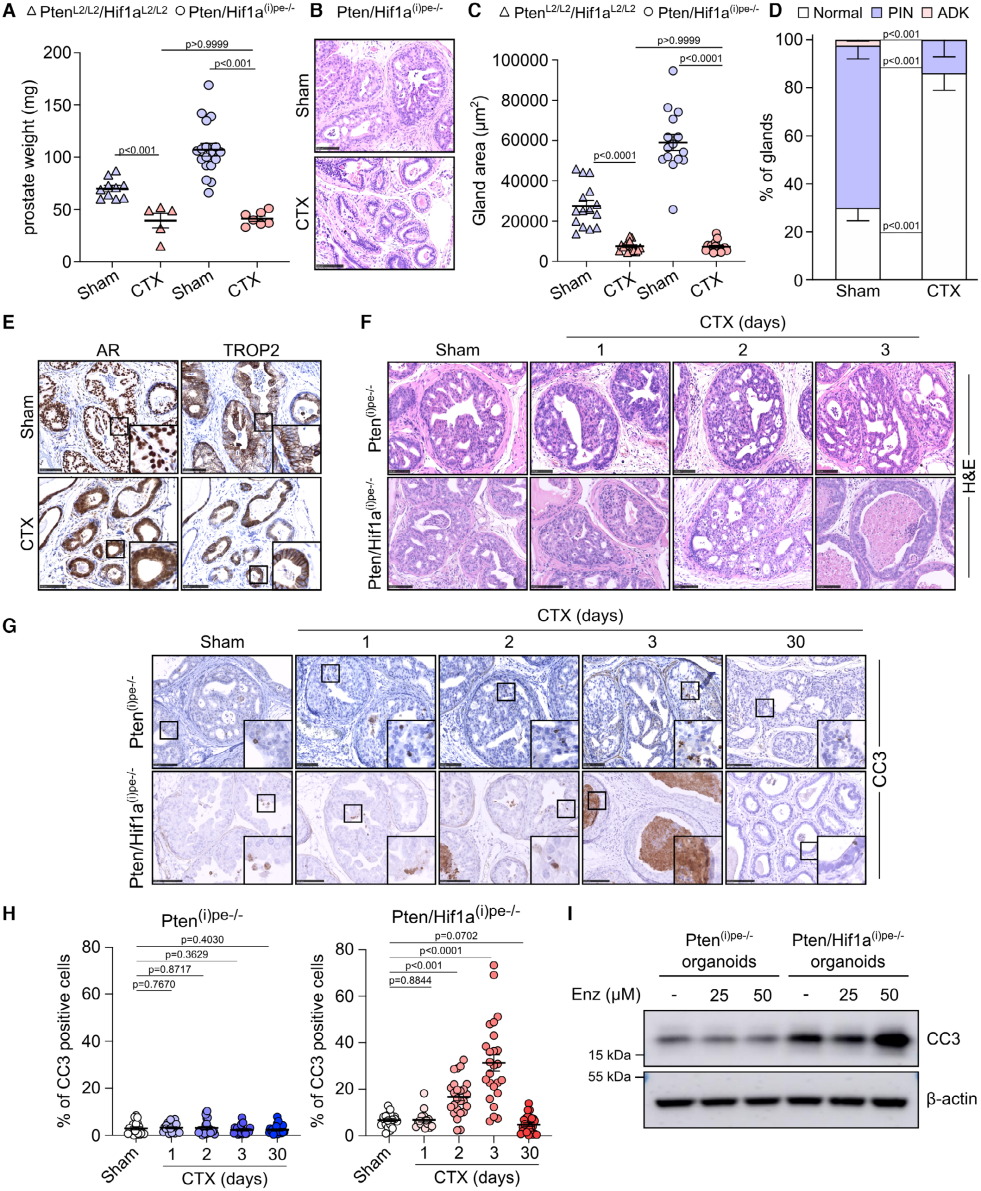
Effects of castration on prostates of Pten/Hif1a^(i)pe−/−^ mice AProstate weight of control (Pten^L2/L2^/Hif1a^L2/L2^) and Pten/Hif1a^(i)pe−/−^ mice sham or CTX at 3 months AGI and analyzed 1 month after surgery. *N* = 5–18 mice/condition. Data presented are mean ± SEM. *P*‐values were determined by one‐way ANOVA followed by a *post hoc* Tuckey test.BRepresentative H&E staining of DLP of sham and CTX Pten/Hif1a^(i)pe−/−^ mice. Scale bars: 100 μm. *N* = 3 mice/condition.CGland areas in DLP of sham and CTX control and Pten/Hif1a^(i)pe−/−^ mice. Five glands per mouse were quantified. *N* = 3 mice/condition. Data presented are mean ± SEM. *P*‐values were determined by one‐way ANOVA followed by a *post hoc* Tuckey test.DHistological scoring of DLP of sham and CTX Pten/Hif1a^(i)pe−/−^ mice. *N* = 3–5 mice/condition. Data presented are mean, and error bars correspond to SEM. *P*‐values were determined by an unpaired *t*‐test.ERepresentative immunohistochemical detection of AR and TROP2 in DLP of sham and CTX Pten/Hif1a^(i)pe−/−^ mice. *N* = 3–5 mice/condition. Scale bars: 100 μm.FRepresentative H&E stained DLP of Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice sham or CTX at 3 months AGI and analyzed 1 or 1, 2, and 3 days after surgery, respectively. *N* = 3–5 mice/condition. Scale bars: 100 μm.GRepresentative immunohistochemical detection of cleaved caspase 3 (CC3) in DLP of Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice, sham or CTX at 3 months AGI and analyzed 1 or 1, 2, 3, and 30 days after surgery, respectively. *N* = 3 mice/condition. Scale bars: 100 μm.HQuantification of CC3‐positive prostatic epithelial cells in DLP of sham‐operated and castrated Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice. *N* = 3–5 mice/condition. Five glands per mouse were quantified. Data presented are mean ± SEM. *P*‐values were determined by one‐way ANOVA followed by a *post hoc* Tuckey test.IWestern blot analysis of CC3 in protein lysates of organoids generated from prostates of Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice at 3 months AGI and treated with enzalutamide (Enz) for 24 h at the indicated concentrations. β‐actin was used as a loading control. Data are representative of two independent biological replicates. Source data are available online for this figure.

To further characterize the impact of HIF1A deficiency on androgen deprivation, we analyzed Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice at 1 to 3 days after surgery. Although AR was already cytoplasmic 1 day after castration and the weight of the seminal vesicles was reduced after 3 days in both mouse lines (Fig EV2A–C), histological analyses revealed tumor regression in prostates of Pten/Hif1a^(i)pe−/−^ mice but not in those of Pten^(i)pe−/−^ ones (Fig 2F). Furthermore, the proliferation rate of epithelial cells was decreased in both mouse lines 1–3 days after castration (Fig EV2D and E). Note, however, that while cell proliferation further decreased 1 month after castration in Pten/Hif1a^(i)pe−/−^ mice, it increased in Pten^(i)pe−/−^ mice to reach levels similar to those before castration (Fig EV2D and E). Remarkably, castration induced a time‐dependent increase in the number of cleaved caspase‐3 (CC3)‐positive and cleaved poly(ADP‐ribose) polymerase (CPARP)‐positive epithelial cells within 3 days in prostates of Pten/Hif1a^(i)pe−/−^ mice, but not in those of Pten^(i)pe−/−^ ones (Figs 2G and H, and EV2F–H). Note that < 5% of apoptotic cells were detected in Pten/Hif1a^(i)pe−/−^ mice at 30 days after surgery (Figs 2G and H, and EV2F–H). Thus, androgen deprivation impairs epithelial cell proliferation within 3 days in both Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice but induces rapid cell death only in the latter. In addition, the antiandrogen enzalutamide induced CC3 levels in organoids generated from prostates of Pten/Hif1a^(i)pe−/−^ mice but not of Pten^(i)pe−/−^ ones (Fig 2I). Collectively, these data demonstrate that luminal HIF1A is a key driver of castration resistance in Pten‐deficient prostatic tumors and that its inactivation overcomes this resistance.

**Figure 3:**
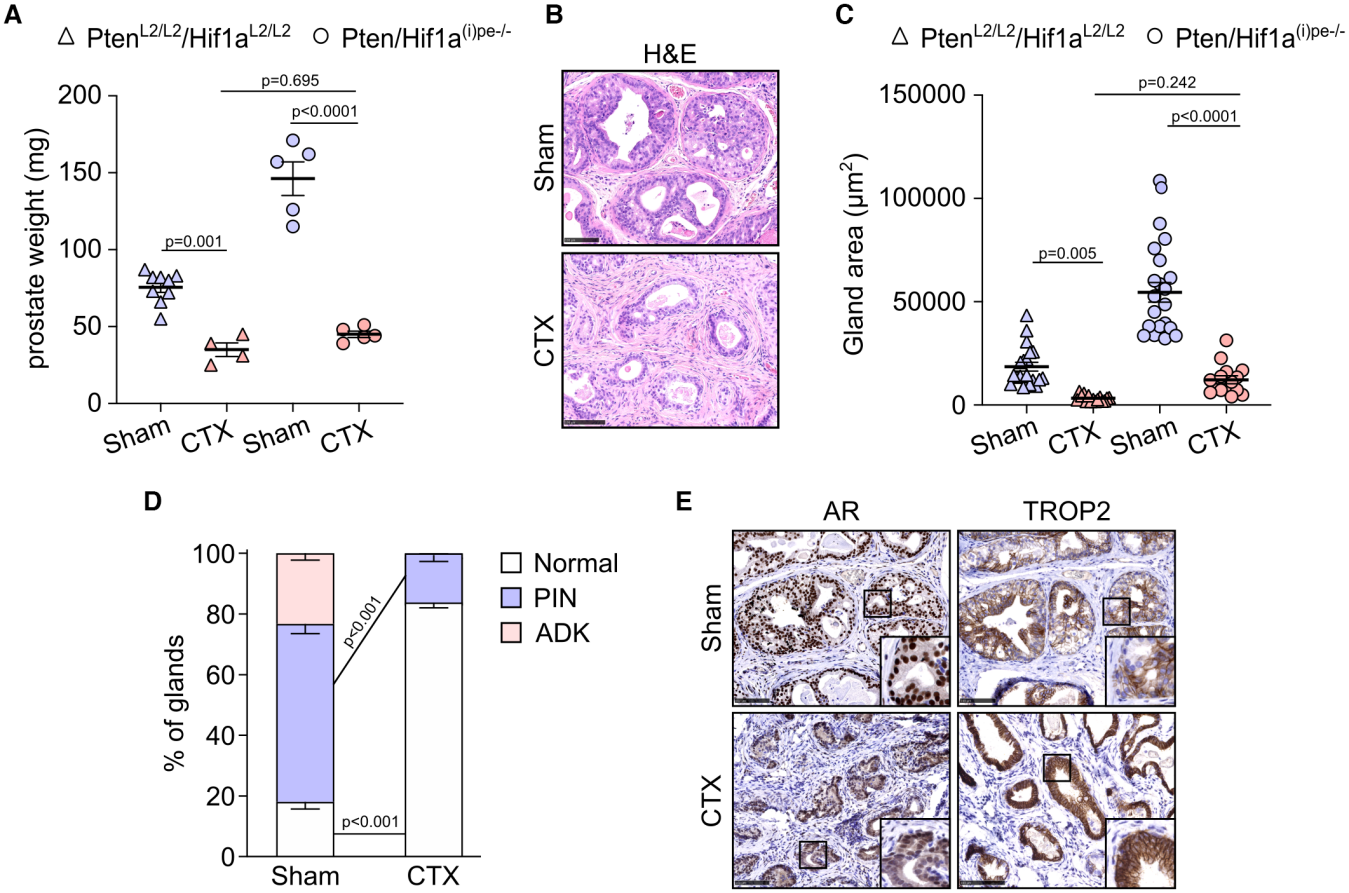
Long‐term effects of castration on prostates of Pten/Hif1a^(i)pe−/−^ mice AProstate weight of control (Pten/Hif1a^L2/L2^) and Pten/Hif1a^(i)pe−/−^ mice, sham or CTX at 3 months AGI and determined at 5 months after surgery. *N* = 4–9 mice/condition. Data presented are mean ± SEM. *P*‐values were determined by one‐way ANOVA followed by a *post hoc* Tuckey test.BRepresentative H&E staining of DLP of Pten/Hif1a^(i)pe−/−^ mice, sham and CTX at 3 months AGI and analyzed at 5 months after surgery. *N* = 4–5 mice/condition. Scale bars: 100 μm.CGland areas in DLP of control and Pten/Hif1a^(i)pe−/−^ mice, sham and CTX at 3 months AGI and analyzed at 5 months after surgery. *N* = 3–4 mice/condition. Five glands per mouse were quantified. Data presented are mean, and error bars correspond to SEM. *P*‐values were determined by one‐way ANOVA followed by a *post hoc* Tuckey test.DHistological scoring of DLP of Pten/Hif1a^(i)pe−/−^ mice, sham and CTX at 3 months AGI and analyzed at 5 months after surgery. Data presented are mean, and error bars correspond to SEM. *N* = 3–5 mice/condition. *P*‐values were determined by an unpaired *t*‐test.ERepresentative immunohistochemical detection of AR and TROP2 in DLP of Pten/Hif1a^(i)pe−/−^ mice, sham and CTX at 3 months AGI and analyzed at 5 months after surgery. *N* = 3–4 mice/condition. Scale bars: 100 μm. Source data are available online for this figure.

**Figure EV2:**
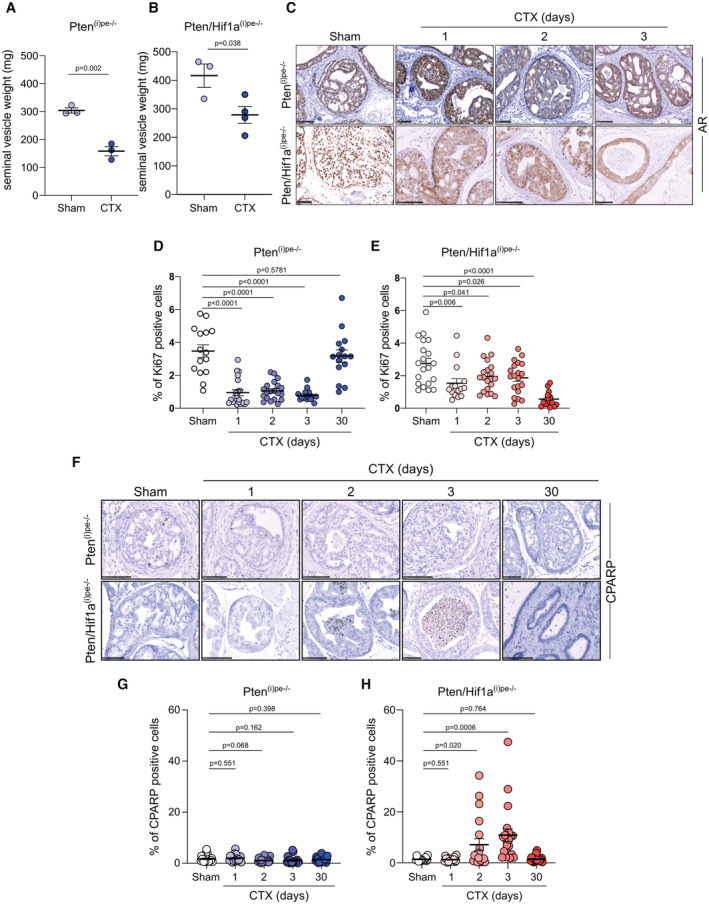
Characterization of castrated Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice A, BSeminal vesicles weight of Pten^(i)pe−/−^ mice (A) and Pten/Hif1a^(i)pe−/−^ mice (B), sham‐operated (sham), or castrated (CTX) at 3 months AGI and analyzed 3 days after surgery. (A) *N* = 3 mice/condition. (B) *N* = 3–4 mice/condition. Data presented are mean ± SEM. *P*‐values were determined by one‐way ANOVA followed by a *post hoc* Tuckey test.CRepresentative immunohistochemical detection of AR in the DLP of Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice 1 day after sham operation, and 1–3 days after castration, performed 3 months AGI. Scale bars: 100 μm. *N* = 3 mice/condition.D, EPercentage of Ki67 positive epithelial cells in DLP of Pten^(i)pe−/−^ mice (D) and Pten/Hif1a ^(i)pe−/−^ mice (E) 1 day after sham operation and 1, 2, 3 or 30 days after castration, performed at 3 months AGI. *N* = 3–4 mice/condition. Five glands per mouse were quantified. *P*‐values were determined by unpaired *t*‐tests.F–HRepresentative immunohistochemical detection of cleaved PARP (CPARP) in DLP of sham and CTX Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice (F) and quantification of CPARP‐positive prostatic epithelial cells in DLP of Pten^(i)pe−/−^mice (G) and Pten/Hif1a^(i)pe−/−^ (H) mice. Surgery was performed at 3 months AGI. Sham mice were analyzed 1 day later and CTX mice 1, 2, 3, and 30 days later. *N* = 4 mice/condition. (F) Scale bars: 100 μm. Five glands per mouse were quantified in (G) and (H). Data presented are mean ± SEM. *P*‐values were determined by unpaired *t*‐tests.

### Luminal HIF1A inactivation provides a durable therapeutic response to castration

To investigate whether the lack of luminal HIF1A provides long‐term therapeutic responses to castration, we analyzed control and Pten/Hif1a^(i)pe−/−^ mice 5 months after surgery. The prostate weight and gland size of castrated Pten/Hif1a^(i)pe−/−^ mice were markedly lower than those of sham‐operated ones, and similar to those of castrated controls (Fig 3A–C). Moreover, while around 60 and 20% of glands contained PIN and adenocarcinoma in sham‐operated mice, respectively, > 80% of glands had a normal‐like appearance in castrated ones and no glands contained adenocarcinoma (Fig 3B and D). The remaining luminal cells after castration expressed AR in the cytoplasm and were TROP2‐positive (Fig 3E), in agreement with our results above **(**Fig 2E **)**. Altogether, our findings demonstrate that HIF1A is a key factor for Pten‐deficient luminal cell survival after castration, making HIF1A inhibition a highly attractive approach to overcome castration resistance of prostatic tumors.

### Pharmacological HIF1A inhibition sensitizes Pten‐deficient tumors to androgen deprivation

Since we demonstrated that HIF1A is a critical mediator of luminal cell response to androgen deprivation, we determined whether pharmacologically inhibiting this factor sensitizes Pten‐deficient lesions to castration. We therefore treated Pten^(i)pe−/−^ mice at 3 months AGI for 5 days with PX‐478, an orally bioavailable HIF1A inhibitor (Koh *et al*, 2008), after which mice were either castrated or sham‐operated, and treated 1 week later with PX‐478 for 3 additional weeks (Fig 4A). In agreement with our previous study (Abu El Maaty *et al*, 2022), immunohistochemical analyses revealed that PX‐478 treatment strongly reduces HIF1A levels in prostatic epithelial cells of Pten^(i)pe−/−^ mice (Fig EV3A). Histological analyses of the DLP revealed adenocarcinoma in around 20% of glands in vehicle‐treated sham‐operated and castrated mice, as well as in PX‐478‐treated sham‐operated ones. By contrast, such lesions were found in < 3% of glands in PX‐478‐treated castrated mice (Fig 4B and C). Moreover, 40% of the glands had a neoplastic‐free appearance in PX‐478‐treated castrated mice compared with around 20% in the 3 other groups. Importantly, PX‐478 induced CC3 and CPARP levels in the human C4‐2B PCa cells, a castration‐resistant subline of the LNCaP‐derived C4‐2 cells (Spans *et al*, 2014), which were further enhanced when combined with enzalutamide (Fig 4D). Moreover, PX‐478 induced CC3 and CPARP levels in the human castration‐resistant prostate cancer cell lines DU‐145 and PC‐3 (Fig EV3B and C), in keeping with previous results showing reduced survival of these cells in presence of PX‐478 (Palayoor *et al*, 2008). Furthermore, HIF1A silencing in PC‐3 cells enhanced CC3 levels (Fig EV3D), demonstrating that pharmacological inhibition of HIF1A induces profound anticancer effects in castration‐resistant prostate tumor cells.

**Figure 4:**
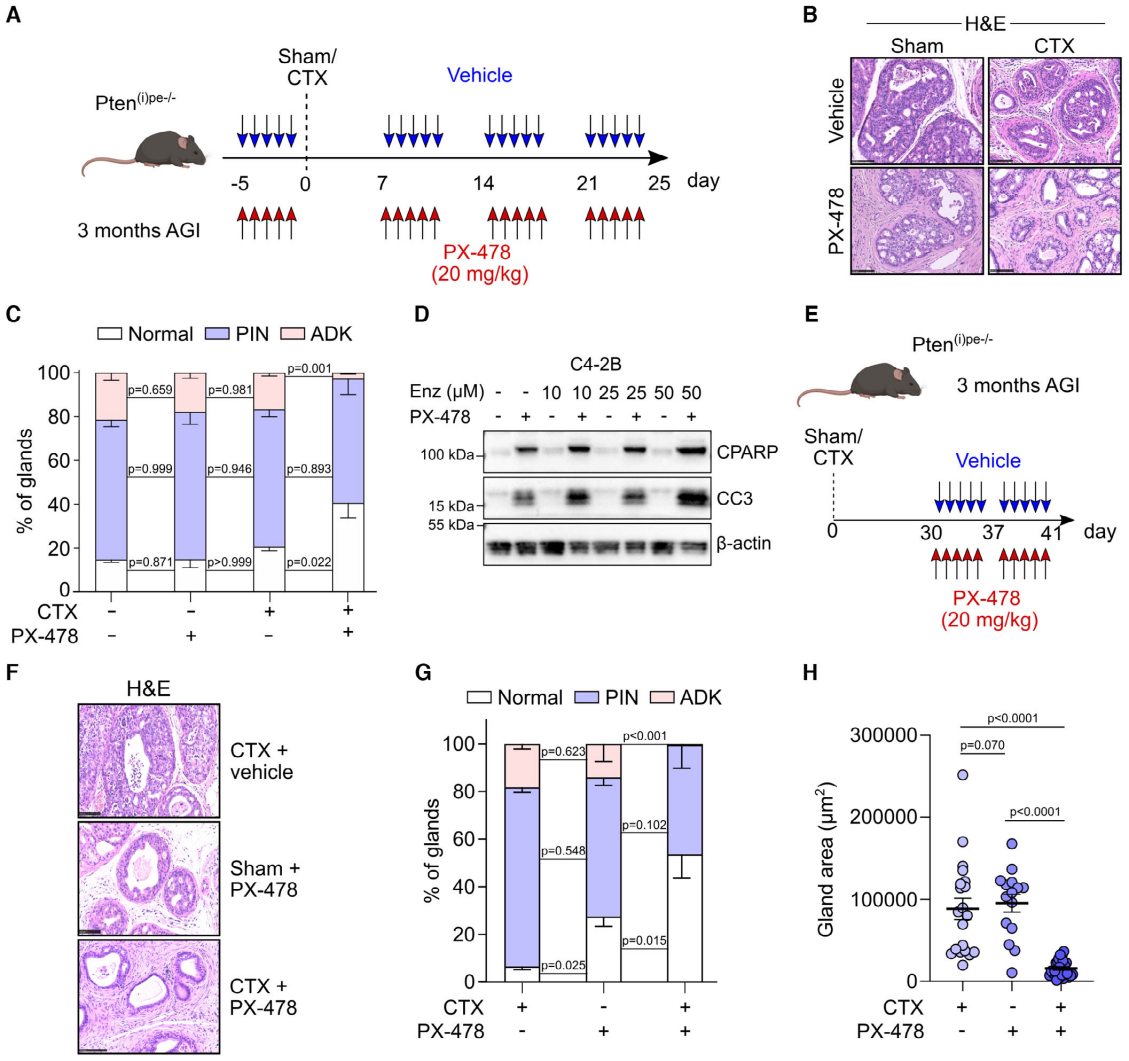
Effects of pharmacological HIF1A inhibition on prostates of castrated Pten^(i)pe−/−^ mice ASchematic representation of the experimental protocol investigating the effects of combining HIF1A inhibition with androgen deprivation.BRepresentative H&E staining of DLP of sham and CTX Pten^(i)pe−/−^ mice, treated with PX‐478 or vehicle, as depicted in (A). Scale bars: 100 μm. *N* = 4–6 mice/condition.CHistological scoring of DLP of sham‐operated and CTX Pten^(i)pe−/−^ mice, treated with PX‐478 or vehicle, as depicted in (A). *N* = 4–6 mice/condition. Data presented are mean, and error bars correspond to SEM. *P*‐values were determined by an unpaired *t*‐test.DRepresentative western blot analysis of CPARP and CC3 in human C4‐2B PCa cells treated for 24 h with PX‐478, increasing concentrations of enzalutamide (Enz), or a combination of both. Beta‐actin was used as a loading control.ESchematic representation of the experimental protocol investigating the potential of PX‐478 to reverse castration resistance in Pten^(i)pe−/−^ mice.FRepresentative H&E staining of DLP of sham and CTX Pten^(i)pe−/−^ mice, treated with vehicle or PX‐478, as depicted in (E). Scale bar: 100 μm. *N* = 3–4 mice/condition.GHistological scoring of glands in DLP of sham and CTX Pten^(i)pe−/−^ mice, treated with vehicle or PX‐478, as depicted in (E). Data presented are mean, and error bars correspond to SEM. *N* = 3–5 mice/condition. *P*‐values were determined by an unpaired *t*‐test.HGland areas of DLP of sham and CTX Pten^(i)pe−/−^ mice, treated with vehicle or PX‐478, as depicted in (E). *N* = 3–4 mice/condition. Data presented are mean ± SEM. Five glands per mouse were quantified, and *P*‐values were determined by one‐way ANOVA followed by a *post hoc* Tuckey test. Source data are available online for this figure.

**Figure EV3:**
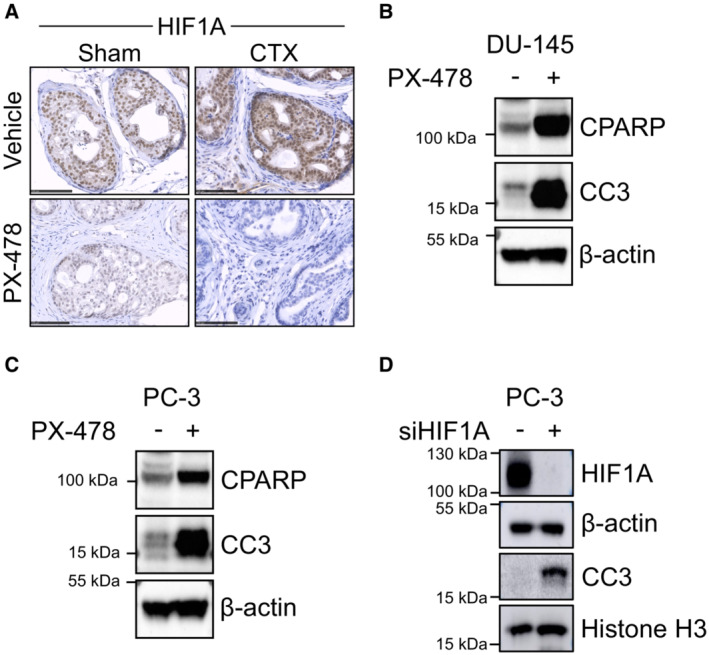
Effects of HIF1A inhibition on prostate of castrated Pten^(i)pe−/−^ mice and human CRPC cell lines ARepresentative immunohistochemical analysis of HIF1A in DLP of sham and CTX Pten^(i)pe−/−^ mice treated with vehicle or PX‐478 as described in Fig 4A, and analyzed at day 25. Scale bar: 100 μm. *N* = 3–4 mice per group.B, CWestern blot analysis of CPARP and CC3 in protein lysates of DU‐145 (B) and PC‐3 (C) human prostate cell lines treated with vehicle (−) or PX‐478 (50 μM) for 24 h. β‐actin was used as a loading control. Data are representative of two independent biological replicates.DWestern blot analysis of HIF1A and CC3 in protein lysates of PC‐3 cells silenced or not for HIF1A. Histone H3 and β‐actin were used as a loading control.

To determine whether HIF1A inhibition also impacts tumors after androgen deprivation‐induced cell plasticity, Pten^(i)pe−/−^ mice were treated with PX‐478 1 month after castration (Fig 4E). While only 5 and 25% of the DLP glands had a normal architecture in vehicle‐treated castrated and PX‐478‐treated sham‐operated Pten^(i)pe−/−^ mice, respectively, > 50% of the glands were tumor‐free in PX‐478‐treated castrated Pten^(i)pe−/−^ mice (Fig 4F and G). Moreover, PX‐478 treatment of castrated mice markedly reduced the DLP gland area (Fig 4H). Therefore, these data demonstrate that inhibiting HIF1A overcomes resistance to castration even after androgen deprivation‐induced luminal cell plasticity.

### Discussion

Androgen deprivation therapy is a cornerstone in the management of men with high‐risk localized and advanced PCa. However, despite initial efficacy, many tumors progress to CRPC for which treatment options remain limited. Therefore, elucidating new targets for CRPC management is in demand. By analyzing castration‐resistant Pten‐deficient prostatic lesions, we discovered that androgen deprivation further enhances hypoxic signaling in luminal cells and induces a high plasticity state in them. Furthermore, we found that it triggers inflammation‐related pathways, increases the expression of cytokines in such lesions, and enhances the prostatic infiltration of MDSCs, thus promoting an immunosuppressive environment. Importantly, we demonstrate that HIF1A is a critical factor enabling tumor cell survival in response to ADT and that genetic or pharmacological inhibition of HIF1A sensitizes Pten‐deficient lesions to castration, and leads to durable therapeutic responses. Furthermore, our study demonstrates that inhibiting HIF1A relieves castration resistance even after castration‐induced plasticity of luminal cells.

Prostatic tumors of mouse models based on the prostate‐specific deletion of Pten have been previously shown to be castration‐resistant (Wang *et al*, 2003; Mulholland *et al*, 2011). Our scRNA‐seq analysis revealed that distinct luminal subsets in the prostatic epithelium of Pten^(i)pe−/−^ mice exhibit different sensitivities to androgen deprivation, where most luminal‐A cells are eliminated by castration, whereas luminal‐C cells are castration‐resistant, which is in line with the identification of *Tacstd2* (*TROP2*)‐expressing luminal cells as intrinsically castration‐resistant (Baures *et al*, 2022). Importantly, our results demonstrate that in addition to promoting the plasticity and malignant progression of luminal‐C cells (Abu El Maaty *et al*, 2022), HIF1A signaling underscores their castration‐resistant phenotype. The persistent luminal‐C cells are characterized by the enrichment of stemness‐ and inflammation‐related pathways. Recent studies have reported that JAK/STAT inflammatory signaling drives lineage plasticity in PCa, and that inhibiting JAK and FGFR sensitizes castration‐resistant tumors to ADT (Chan *et al*, 2022; Deng *et al*, 2022). In view of the established crosstalk between HIF1A and inflammatory transcription factors including STAT3 and NF‐kB (Palazon *et al*, 2014), it is conceivable that hypoxia‐ and inflammation‐driven therapeutic resistance pathways are linked.

Previous studies have demonstrated the impact of microenvironmental cells, including MDSCs (Calcinotto *et al*, 2018), macrophages (El‐Kenawi *et al*, 2021), and cancer‐associated fibroblasts (Zhang *et al*, 2020), on the development of CRPC and sensitivity to antiandrogens. As luminal HIF1A promotes MDSC recruitment to prostatic lesions (Abu El Maaty *et al*, 2022), the reduced prostatic infiltration of MDSCs by HIF1A inhibition might contribute to the enhanced sensitivity of Pten‐deficient luminal cells to androgen deprivation. Our findings support the results of Calcinotto *et al* (2018), who showed that treating prostate cancer mouse models with a CXCR2 antagonist decreases the number of MDSCs and prevents the progression to CRPC. However, our data demonstrating apoptotic activation by enzalutamide in organoids generated from prostates of Pten/Hif1a^(i)pe−/−^ mice but not in those generated from Pten^(i)pe−/−^ ones show that cell‐autonomous mechanisms play an important role in the enhanced sensitivity to AR signaling blockade by HIF1A inhibition. Importantly, HIF1A inhibition also triggered apoptotic signaling in human CRPC cell line C4‐2B that was enhanced by enzalutamide, and in the PTEN‐expressing and PTEN‐null human CRPC cell lines DU‐145 and PC‐3, respectively, that express high levels of CD44 and TROP2 (Tang *et al*, 2022). Thus, these results are in line with our *in vivo* data showing that PX‐478 sensitizes to castration luminal‐C cells that also express such stem cell markers.

In conclusion, our study demonstrates that HIF1A inhibition overcomes castration resistance in Pten‐deficient prostatic tumors in mice and induces apoptotic signaling in human castration‐resistant cell lines. These compelling findings therefore highlight the importance of analyzing tumoral HIF1 signaling in patients whose disease progresses after ADT and pave the way for the clinical evaluation of HIF1A inhibitors in men with CRPC.

## Materials and Methods

### Mice

Pten^L2/L2^, Pten^(i)pe−/−^, Pten/Hif1a^L2/L2^, and Pten/Hif1a^(i)pe−/−^ male mice (all on a C57BL/6 genetic background) were generated as described (Ratnacaram *et al*, 2008; Abu El Maaty *et al*, 2022). Mice were maintained in a temperature‐ and humidity‐controlled animal facility, with a 12‐h light/dark cycle. Standard rodent chow (2,800 kcal/kg, Usine d'Alimentation Rationelle, Villemoisson‐sur‐Orge, France) and water were provided *ad libitum*. Mice breeding and maintenance were done in the accredited IGBMC/ICS animal house (C67‐2018‐37), in compliance with French and EU regulations on the use of laboratory animals for research. Animal experiments were approved by the Ethical committee Com'Eth (Comité d'Ethique pour l'Expérimentation Animale, Strasbourg, France) and the French ministry of Higher Education and Research (#34298‐2021121009278850 v5).

Tamoxifen was administered at 2 months of age, as described (Ratnacaram *et al*, 2008). Bilateral orchiectomy was performed under aseptic conditions by trained operators. Control animals underwent an abdominal laparotomy without resection of testicles (sham operation). Surgery was performed 3 months AGI under anesthesia with isoflurane (4%). Mice were intraperitoneally treated with buprenorphine (0.1 mg/kg) before surgery and with meloxicam (2 mg/kg) at the end of the surgery to prevent pain. Mice were monitored for 3 days after surgery, and buprenorphine was administered once a day to those that developed pain signs.

PX‐478 2HCl (Selleck Chemicals; catalog Nr S7612) was dissolved in water and administered to mice at a daily dose of 20 mg/kg via oral gavage (Abu El Maaty *et al*, 2022). Mice were randomized and analyzed by investigators not blinded to the genotype and treatment. A sample size calculation was not performed. No outliers were eliminated. Mice were euthanized by cervical dislocation and tissues were harvested.

### Organoid and cell cultures

Prostate organoid cultures were established from Pten^(i)pe−/−^ and Pten/Hif1a^(i)pe−/−^ mice at 3 months AGI and cultured as described (Karthaus *et al*, 2014; Drost *et al*, 2016; Abu El Maaty *et al*, 2022) and treated for 24 h with enzalutamide (MDV3100; Selleckchem; catalog No.S1250) at 25 and 50 μM, or vehicle (DMSO). C4‐2B (CRL‐3315), DU‐145 (HTB‐81), and PC‐3 (CRL‐1435) cells were obtained from ATCC and cultured in DMEM (4.5 g/l glucose, 10% FCS, 1% penicillin/streptomycin) at 37°C and 5% CO_2_. Cell lines used were mycoplasma‐free but not recently authenticated. HIF1A silencing in PC‐3 cells was performed as described (Abu El Maaty *et al*, 2022).

C4‐2B cells were treated for 24 h with PX‐478 (Selleck Chemicals; catalog No.S7612) at 50 μM and/or with enzalutamide (MDV3100; Selleckchem; catalog No.S1250) at 10, 25 and 50 μM, or vehicle (DMSO). DU‐145 and PC‐3 cells were treated for 24 h with PX‐478 at 50 μM.

### Histological examination

Five micrometre sections were prepared from paraffin‐embedded prostates and dried overnight at 37°C. Hematoxylin and eosin (H&E) staining was performed on prostate sections according to standard protocols. Slides were scanned in brightfield mode using the NanoZoomer digital slide scanner (Hamamatsu) and analyzed using the NDP.view2 Viewing software (Hamamatsu). Representative images of the DLP are provided. Histopathological assessment was performed on the DLP. The number of glands with a normal architecture, PINs, and adenocarcinomas was determined by a resident in oncology, as described (Shappell *et al*, 2004). The area of at least five representative glands of the DLP was determined in each sample using the Qu‐Path software (Bankhead *et al*, 2017).

### Immunostaining

Five micrometre prostate sections were deparaffinized according to standard protocols and incubated for 20 min in SignalStain® Citrate Unmasking Solution (10×) (CST 14746) in a pressure cooker for heat‐induced antigen retrieval. The following primary antibodies were used: TROP2 (Abcam ab214488; dilution 1:200), Androgen receptor (Abcam ab108341; dilution 1:200), TGM2 (CST, 3557; dilution 1:100), HIF1A (Abcam, ab51608; dilution 1:100), Ki‐67 (Thermo Fisher Scientific, MA5‐14520; dilution 1:200), cleaved caspase 3 (CST 9664; dilution 1:200), and cleaved PARP (Asp124) D6X6X (CST, 94885; dilution 1:50). One drop of SignalStain® Boost IHC Detection Reagent (CST 8114) was added to each section and SignalStain® DAB Substrate Kit (CST 8059) was used to develop the signal, according to the manufacturer's instructions. The sections were counterstained with hematoxylin and mounted.

The number of Ki‐67‐positive, CC3‐positive, and CPARP‐positive cells was determined using the Qu‐path software (Bankhead *et al*, 2017).

### Western blotting

Prostatic organoids and PCa cell lines were lysed in RIPA buffer, supplemented with protease (05892970001; Sigma‐Aldrich) and phosphatase PhoSTOP (PHO SS‐RO; Sigma‐Aldrich) inhibitors. Protein concentrations were determined using Bradford assay (Abcam; ab119216). Equal amounts of proteins were resolved on SDS–PAGE, and transferred onto nitrocellulose membranes using Trans‐blot turbo transfer system (Bio‐Rad).

Membranes were incubated with anti‐CC3 (CST 9664), anti‐cleaved PARP (CST 9544), anti‐HIF1A (CST, 36169), anti‐histone H3 (CST, 4499S), and anti‐ß‐actin (SCBT SC‐47778 or Sigma‐Aldrich A5441) primary antibodies diluted at 1:1,000. Membranes were then incubated with anti‐Mouse IgG (CST 7076S) or anti‐Rabbit IgG (CST 7074S) HRP‐linked antibodies diluted at 1:5,000. Signals were developed using Lightning Plus‐ECL Enhanced Chemiluminescence Substrate (Perkin Elmer; ref: NEL104001EA) and detected using an Amersham™ Imager 600 (GE Healthcare).

### MDSC quantification

Mice prostates were dissociated into single cells as described (Abu El Maaty *et al*, 2022). Cells were incubated on ice for 15 min with anti‐CD16/32 antibody (BD Pharmingen; 1:50). To quantify MDSCs (CD45^+^Gr‐1^+^CD11b^+^), cell suspensions were incubated with anti‐CD45 (BioLegend; ref. 103128; conjugation: Alexa Fluor 700), anti‐Ly6G/Ly‐6C (Gr‐1) (eBioscience; ref. 11‐5931‐82; conjugation: fluorescein isothiocyanate [FITC]), and anti‐CD11b (eBioscience; ref. 45‐0112‐82; conjugation: PerCP‐Cy5.5) antibodies for 15 min on ice. All antibodies were diluted 1:200 in DMEM (glucose [4.5 g/l], 1% penicillin/streptomycin, and 2% bovine serum albumin, without phenol red). Cells were analyzed using a BD LSR II flow cytometer and the FlowJo software.

### Living cell FACS‐sorting for scRNA‐seq analysis

Mice prostates were dissociated into single cells as described (Abu El Maaty *et al*, 2022). Cells from three prostates for each condition were pooled and stained with DAPI, and living cells (DAPI‐negative) were FACS‐sorted using a BD FACSAria™ Fusion flow cytometer.

### scRNA‐seq and data analysis

Cell number and viability of FACS‐sorted cells were performed with trypan blue exclusion assay, as described (Abu El Maaty *et al*, 2022). Cells with a viability of > 95% were processed using the Chromium Controller (10× Genomics, Leiden, The Netherlands). Ten thousand cells were loaded per well to capture between 5,000 and 10,000 cells in nanoliter‐scale Gel Beads‐in‐Emulsion (GEMs). Libraries were generated and sequenced on Illumina NextSeq 550 as 100 bases paired‐end reads, as described (Abu El Maaty *et al*, 2022). RA 2.7.7 and Cell Ranger 3.0.2 mkfastq were used for image analysis, base calling, and demultiplexing. Cell Ranger 6.0.2 count and the mouse reference 2020‐A (GRCm38 Ensembl release 98 and Gencode release M23) were used for alignment, barcode, and UMI filtering and counting.

Seurat R package (Butler *et al*, 2018) version 4.0.5 was used to perform the single‐cell analysis. Briefly, for each sample, cells expressing more than 8,000 genes, < 200 genes, and with a percentage of mitochondrial reads > 30% were discarded from the analysis. Sample counts were then normalized using LogNormalize method before being integrated together with anchors found using the 20 first dimensions. Cells expressing Pate4 (normalized count > 4) were discarded from the analysis, as they have been previously reported to be epididymal contaminants (Abu El Maaty *et al*, 2021, 2022). The resulting integrated object was then scaled, and a UMAP was constructed using the 20 first principal components of a PCA analysis. Cell clustering was performed using FindNeighbors and FindClusters (with a resolution of 0.5). Differentially expressed genes between samples were identified using a Wilcoxon test whose performance for single‐cell differential expression analysis has been evaluated (Mou *et al*, 2019). Pathway analysis was performed using the MSigDB (Subramanian *et al*, 2005; Liberzon *et al*, 2015).

### Statistical analysis

Error bars represent the standard error of the mean. Comparison between two groups was performed using a two‐tailed Student's *t*‐test. One‐way ANOVA followed by a Tuckey test was performed to compare more than two groups. *P*‐values < 0.05 were considered significant. Specific *P*‐values are indicated in the figures. The number of replicates is indicated in the figure legends. DEGs were defined as having a log_2_ fold change ≥ 0.4 and a *P*‐value < 0.05, calculated using the Wilcoxon rank‐sum test.

## Author contributions

**Julie Terzic:** Conceptualization; formal analysis; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Mohamed A Abu el Maaty:** Conceptualization; formal analysis; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Régis Lutzing:** Investigation. **Alexandre Vincent:** Investigation. **Rana El Bizri:** Investigation. **Matthieu Jung:** Validation; investigation; methodology. **Céline Keime:** Investigation; visualization; methodology. **Daniel Metzger:** Conceptualization; supervision; funding acquisition; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF

Table EV1

Dataset EV1

PDF+

Source Data for Figure 1

Source Data for Figure 2

Source Data for Figure 3

Source Data for Figure 4

## Data Availability

scRNA‐seq data used in this study are deposited in the Gene Expression Omnibus repository (accession numbers: GSE216158). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216158.

# Supplementary material for: Hypoxia‐inducible factor 1A inhibition overcomes castration resistance of prostate tumors
**Source:** EMBO Mol Med. 2023 Apr 18;15(6):e17209. doi: 10.15252/emmm.202217209
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

Figure EV1. Characterization of castrated $Pten^{(i)pe-/-}$ mice.

- A–C Weight of bulbocavernosus muscles (A), seminal vesicles (B), and prostates (C) of $Pten^{L2/L2}$ (control) and $Pten^{(i)pe-/-}$ mice, sham-operated (sham), or castrated (CTX) at 3 months AGI and analyzed at 1 month after surgery. $N = 3$ –12 mice/condition. Data presented are mean $\pm$ SEM. P -values were determined by one-way ANOVA followed by a *post hoc* Tuckey test.
- D Gland areas in DLP of sham and CTX control $Pten^{L2/L2}$ and $Pten^{(i)pe-/-}$ mice. $N = 3$ mice/condition. Five glands per mouse were quantified. P -values were determined by one-way ANOVA followed by a *post hoc* Tuckey test.
- E UMAP depicting the unbiased clusters obtained from scRNA-seq analysis of cells from prostates of $Pten^{(i)pe-/-}$ mice, sham or CTX at 3 months AGI and analyzed 1 month after surgery.
- F Stacked bars showing the proportion of the identified cell populations in the prostates of sham and CTX $Pten^{(i)pe-/-}$ mice, based on the scRNA-sequencing analysis.
- G Feature plots depicting the expression of *Epcam*, *Ptprc*, and *Vim* in the various cell clusters.
- H UMAP depicting luminal-A and luminal-C cells obtained from scRNA-seq analysis of prostates of $Pten^{(i)pe-/-}$ mice, sham or CTX at 3 months AGI and analyzed 1 month after surgery.

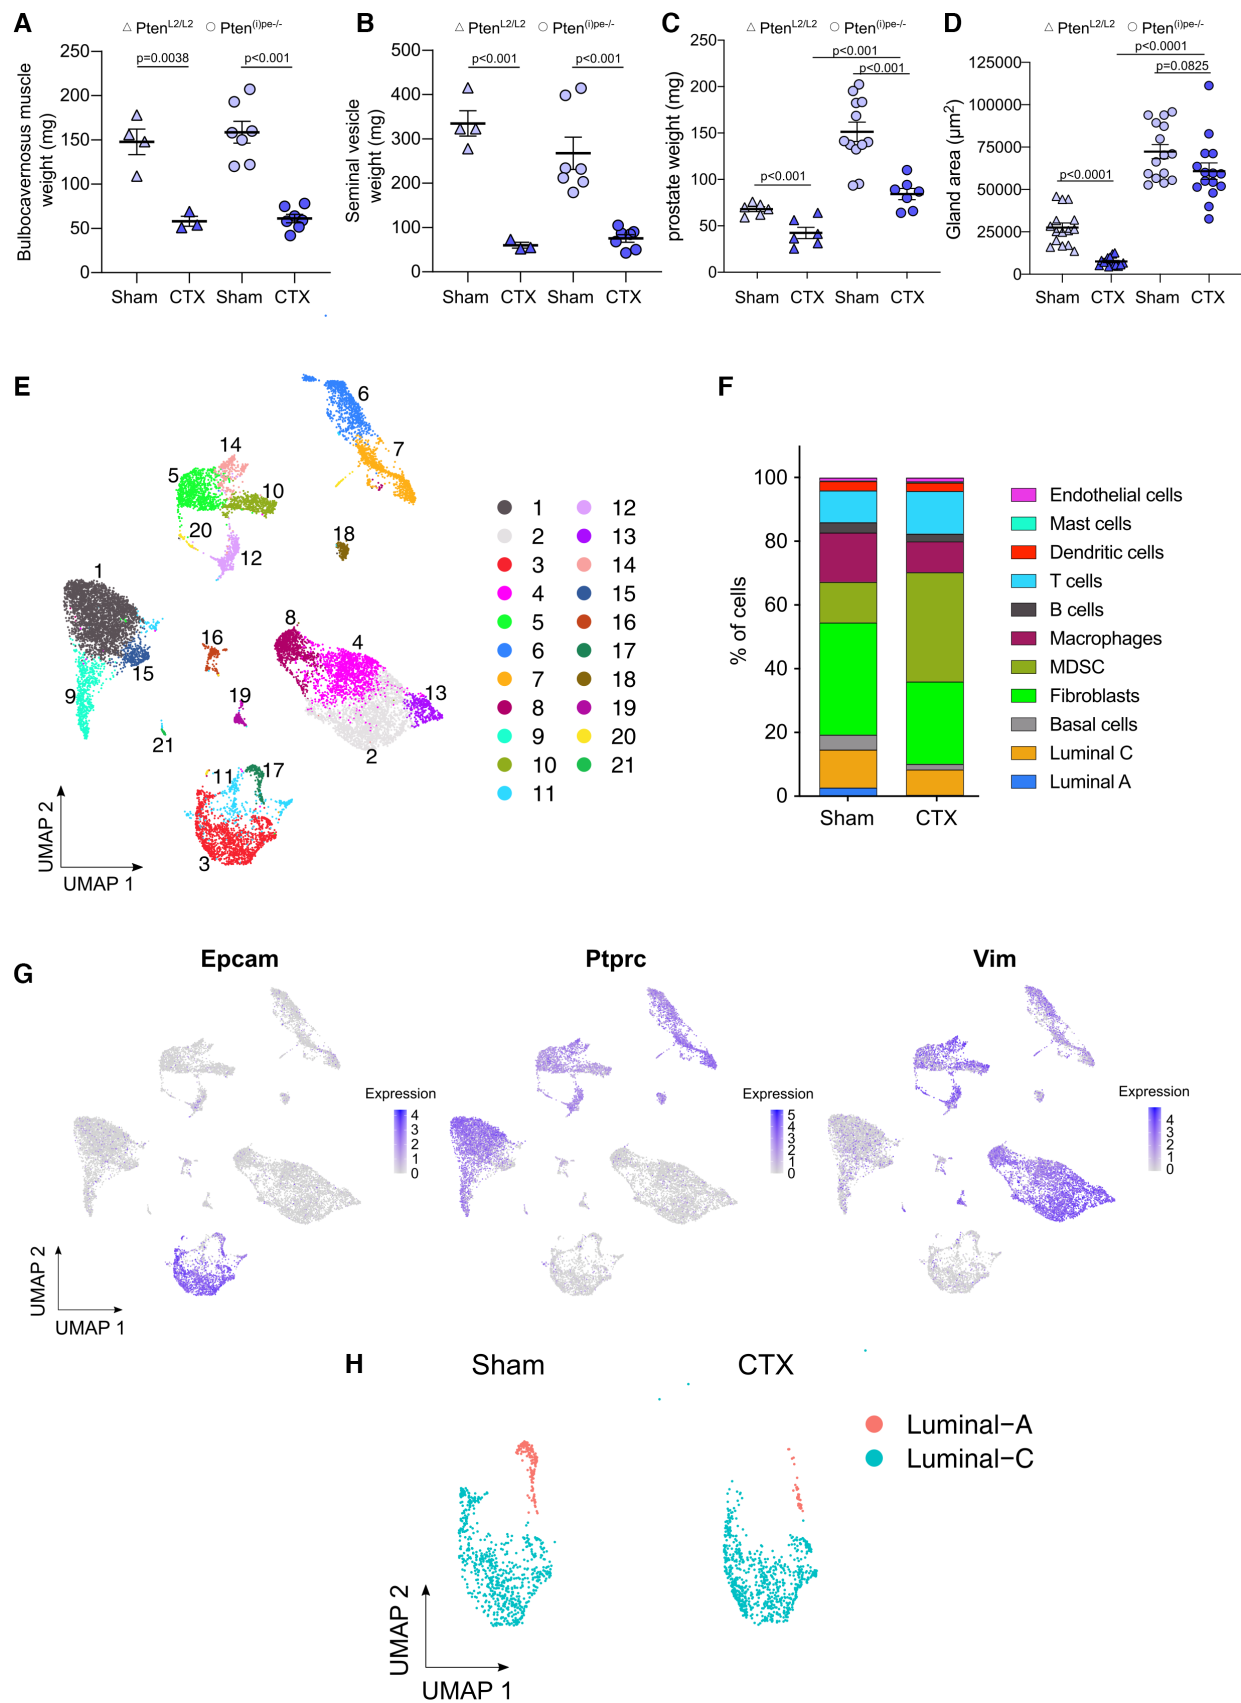

Figure EV1.

Figure EV2. Characterization of castrated $Pten^{(f)pe-/-}$ and $Pten/Hif1a^{(f)pe-/-}$ mice.

- A, B Seminal vesicles weight of $Pten^{(f)pe-/-}$ mice (A) and $Pten/Hif1a^{(f)pe-/-}$ mice (B), sham-operated (sham), or castrated (CTX) at 3 months AGI and analyzed 3 days after surgery. (A) $N = 3$ mice/condition. (B) $N = 3-4$ mice/condition. Data presented are mean $\pm$ SEM. P -values were determined by one-way ANOVA followed by a *post hoc* Tukey test.
- C Representative immunohistochemical detection of AR in the DLP of $Pten^{(f)pe-/-}$ and $Pten/Hif1a^{(f)pe-/-}$ mice 1 day after sham operation, and 1–3 days after castration, performed 3 months AGI. Scale bars: 100 μ m. $N = 3$ mice/condition.
- D, E Percentage of Ki67 positive epithelial cells in DLP of $Pten^{(f)pe-/-}$ mice (D) and $Pten/Hif1a^{(f)pe-/-}$ mice (E) 1 day after sham operation and 1, 2, 3 or 30 days after castration, performed at 3 months AGI. $N = 3-4$ mice/condition. Five glands per mouse were quantified. P -values were determined by unpaired t -tests.
- F–H Representative immunohistochemical detection of cleaved PARP (CPARP) in DLP of sham and CTX $Pten^{(f)pe-/-}$ and $Pten/Hif1a^{(f)pe-/-}$ mice (F) and quantification of CPARP-positive prostatic epithelial cells in DLP of $Pten^{(f)pe-/-}$ mice (G) and $Pten/Hif1a^{(f)pe-/-}$ (H) mice. Surgery was performed at 3 months AGI. Sham mice were analyzed 1 day later and CTX mice 1, 2, 3, and 30 days later. $N = 4$ mice/condition. (F) Scale bars: 100 μ m. Five glands per mouse were quantified in (G) and (H). Data presented are mean $\pm$ SEM. P -values were determined by unpaired t -tests.

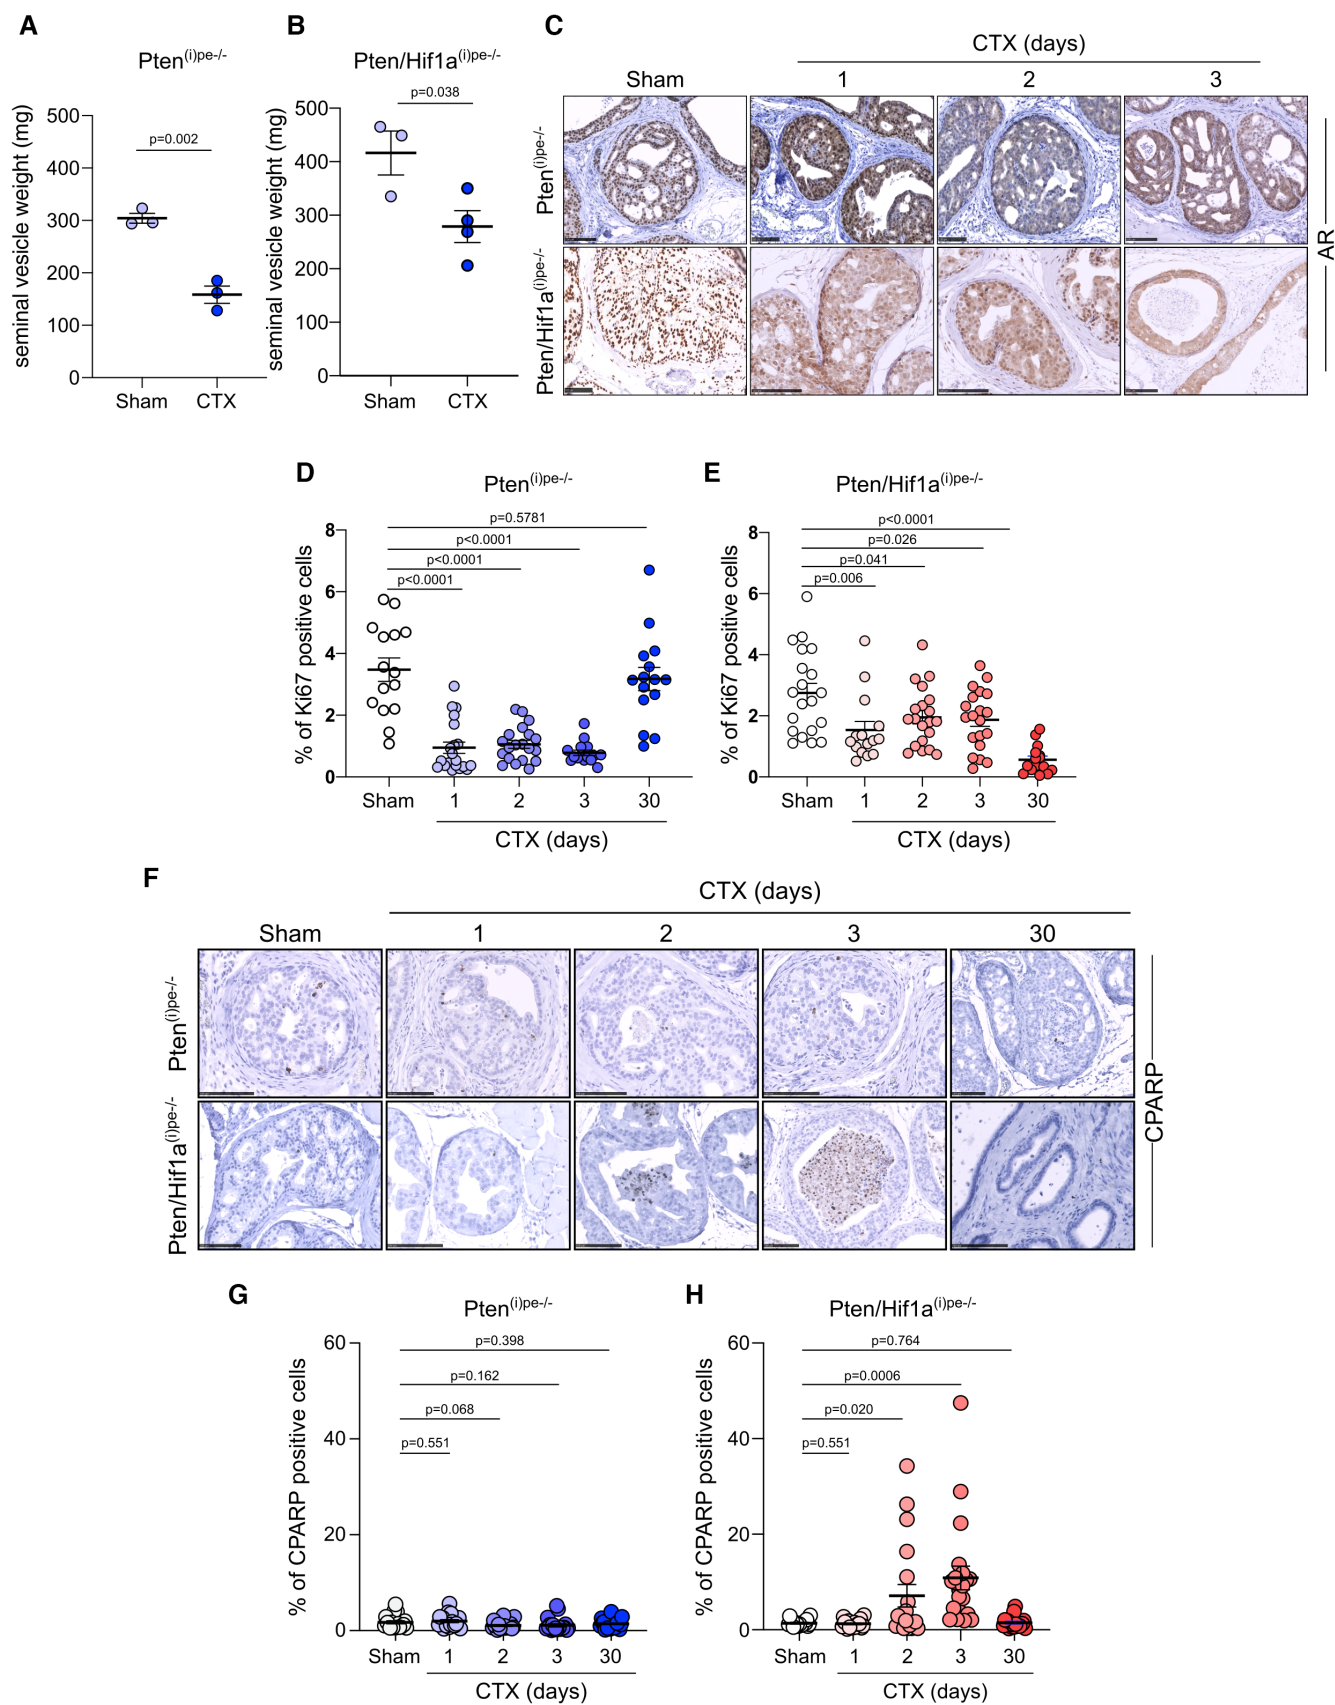

Figure EV2.

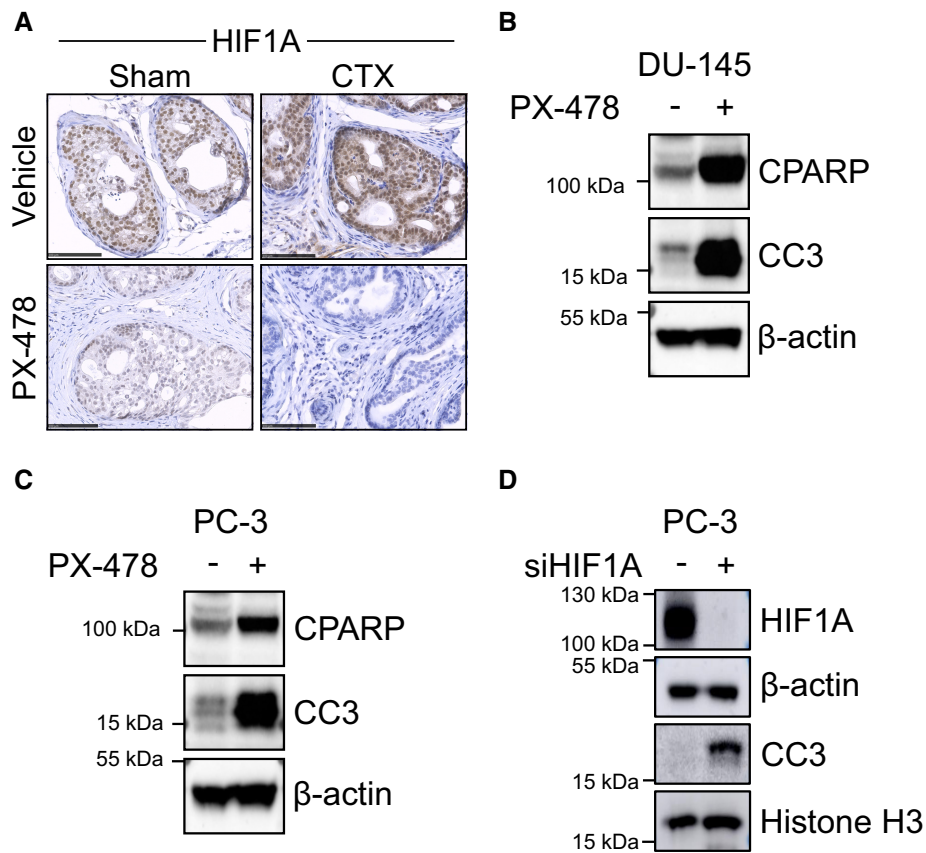

Figure EV3. Effects of HIF1A inhibition on prostate of castrated *Pten*^{flpe/flo} mice and human CRPC cell lines.

- A** Representative immunohistochemical analysis of HIF1A in DLP of sham and CTX *Pten*^{flpe/flo} mice treated with vehicle or PX-478 as described in Fig 4A, and analyzed at day 25. Scale bar: 100 μ m. *N* = 3–4 mice per group.
- B, C** Western blot analysis of CPARP and CC3 in protein lysates of DU-145 (B) and PC-3 (C) human prostate cell lines treated with vehicle (–) or PX-478 (50 μ M) for 24 h. β -actin was used as a loading control. Data are representative of two independent biological replicates.
- D** Western blot analysis of HIF1A and CC3 in protein lysates of PC-3 cells silenced or not for HIF1A. Histone H3 and β -actin were used as a loading control.

# Supplementary material for: Hypoxia‐inducible factor 1A inhibition overcomes castration resistance of prostate tumors
**Source:** EMBO Mol Med. 2023 Apr 18;15(6):e17209. doi: 10.15252/emmm.202217209
**Supplement:** Supplementary file 2 — Table EV1

| **Upregulated genes set in CTX versus sham** |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Gene Set Name | Number of genes in Gene Set (K) | Number of genes in Overlap (k) | k/K | p-value | FDR q-value |
| TNFA SIGNALING VIA NFKB | 196 | 26 | 0.1327 | 9.49E-29 | 4.74E-27 |
| IL2 STAT5 SIGNALING | 199 | 14 | 0.0704 | 3.74E-12 | 9.34E-11 |
| KRAS SIGNALING UP | 198 | 13 | 0.0657 | 5.32E-11 | 8.86E-10 |
| COMPLEMENT | 185 | 12 | 0.0649 | 3.42E-10 | 4.27E-9 |
| APOPTOSIS | 161 | 11 | 0.0683 | 1.09E-9 | 1.09E-8 |
| COAGULATION | 134 | 10 | 0.0746 | 2.69E-9 | 2.24E-8 |
| CHOLESTEROL HOMEOSTASIS | 71 | 8 | 0.1127 | 4.07E-9 | 2.91E-8 |
| ESTROGEN RESPONSE LATE | 194 | 11 | 0.0567 | 7.74E-9 | 4.83E-8 |
| HYPOXIA | 199 | 11 | 0.0553 | 1.01E-8 | 5.6E-8 |
| UV RESPONSE DN | 144 | 9 | 0.0625 | 7.93E-8 | 3.97E-7 |

| **Downregulated genes set in CTX versus sham** |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Gene Set Name | Number of genes in Gene Set (K) | Number of genes in Overlap (k) | k/K | p-value | FDR q-value |
| INTERFERON ALPHA RESPONSE | 94 | 7 | 0.0745 | 6.16E-8 | 1.78E-6 |
| ANDROGEN RESPONSE | 96 | 7 | 0.0729 | 7.13E-8 | 1.78E-6 |
| ESTROGEN RESPONSE LATE | 194 | 8 | 0.0412 | 6.67E-7 | 9.36E-6 |
| ESTROGEN RESPONSE EARLY | 197 | 8 | 0.0406 | 7.49E-7 | 9.36E-6 |
| INTERFERON GAMMA RESPONSE | 188 | 7 | 0.0372 | 6.64E-6 | 6.64E-5 |
| OXIDATIVE PHOSPHORYLATION | 195 | 7 | 0.0359 | 8.43E-6 | 7.03E-5 |
| P53 PATHWAY | 200 | 7 | 0.0350 | 9.94E-6 | 7.1E-5 |
| ADIPOGENESIS | 200 | 6 | 0.0300 | 1.02E-4 | 6.39E-4 |
| HEME METABOLISM | 188 | 5 | 0.0266 | 6.77E-4 | 3.44E-3 |
| REACTIVE OXIGEN SPECIES PATHWAY | 48 | 3 | 0.0625 | 7.44E-4 | 3.44E-3 |

**Table EV1:** Top 10 hallmarks obtained with Molecular Signature DataBase (MSig DB) of the upregulated (top) and downregulated (bottom) genes in luminal-C cells of castrated Pten^(i)pe-/-^ mice versus sham-operated ones.

# Supplementary material for: Hypoxia‐inducible factor 1A inhibition overcomes castration resistance of prostate tumors
**Source:** EMBO Mol Med. 2023 Apr 18;15(6):e17209. doi: 10.15252/emmm.202217209
**Supplement:** Supplementary file 4 — PDF+

Hypoxia-inducible factor 1A inhibition overcomes castration resistance of prostate tumors

Julie Terzic^{1,2,3,4,†} , Mohamed A Abu el Maaty^{1,2,3,4,5,†} , Régis Lutzing^{1,2,3,4} , Alexandre Vincent^{1,2,3,4}, Rana El Bizri^{1,2,3,4}, Matthieu Jung^{1,2,3,4}, Céline Keime^{1,2,3,4}  & Daniel Metzger^{1,2,3,4,*} Abstract

Androgen deprivation therapy (ADT) is a cornerstone of prostate cancer (PCa) management. Although tumors initially regress, many progress to a hormone-independent state termed castration-resistant PCa (CRPC), for which treatment options are limited. We here report that the major luminal cell population in tumors of *Pten*^{(0)pe-/-} mice, generated by luminal epithelial cell-specific deletion of the tumor suppressor PTEN after puberty, is castration-resistant and that the expression of inflammation and stemness markers is enhanced in persistent luminal cells. In addition, hypoxia-inducible factor 1 (HIF1) signaling, which we have previously demonstrated to be induced in luminal cells of *Pten*^{(0)pe-/-} mice and to promote malignant progression, is further activated. Importantly, we show that genetic and pharmacological inhibition of HIF1A sensitizes *Pten*-deficient prostatic tumors to castration and provides durable therapeutic responses. Furthermore, HIF1A inhibition induces apoptotic signaling in human CRPC cell lines. Therefore, our data demonstrate that HIF1A in prostatic tumor cells is a critical factor that enables their survival after ADT, and identify it as a target for CRPC management.

Keywords castration-resistant prostate cancer; genetically-engineered mice; HIF1A; PTEN; single-cell RNA sequencing

Subject Categories Cancer; Urogenital System

DOI 10.15252/emmm.202217209 | Received 21 November 2022 | Revised 17 March 2023 | Accepted 20 March 2023 | Published online 18 April 2023

EMBO Mol Med (2023) 15: e17209

Introduction

Prostate cancer (PCa) is the second most commonly diagnosed neoplasia in men worldwide and one of the major causes of cancer-related death (Siegel *et al*, 2017; Rebello *et al*, 2021). Curative options of localized tumors include radical surgical prostatectomy,

external beam radiotherapy, or low-dose-rate brachytherapy. However, these treatments often induce side effects, such as impotence, incontinence, and infertility (Resnick *et al*, 2013). The benefit of adding neoadjuvant and adjuvant androgen deprivation therapy (ADT) to achieve castrate levels of testosterone by either surgical orchiectomy or medical castration is well established for men with high-risk localized and advanced disease. Although initially effective, about 30% of patients relapse after first-line treatment (Rebello *et al*, 2021). Moreover, nearly all metastatic patients progress to an androgen-independent state, termed castration-resistant prostate cancer (CRPC) (Parker *et al*, 2020; Rebello *et al*, 2021). Key regulators implicated in the progression of localized disease to CRPC include PTEN, a tumor suppressor gene that is mutated in 12% of localized and metastatic castration-sensitive prostate cancer, and in more than 40% of CRPC patients (Cancer Genome Atlas Research, 2015; Robinson *et al*, 2015). Numerous studies have identified mechanisms of castration resistance, including tumor cell-intrinsic ones, such as androgen receptor (AR) amplifications and mutations, as well as microenvironmental ones, such as the enrichment of immunosuppressive myeloid-derived suppressor cells (MDSCs) (Rebello *et al*, 2021). Despite these findings, the therapeutic arsenal for CRPC is limited (Heidenreich *et al*, 2013). Indeed, a combination of second-generation AR pathway inhibitors (e.g., abiraterone and enzalutamide) and conventional taxane-based chemotherapy (e.g., docetaxel) only improves the survival of CRPC patients by about 5 months (Fizazi *et al*, 2012). Moreover, the inhibition of AR signaling in CRPC by such potent AR inhibitors has been linked to the emergence of lethal neuroendocrine PCa (Davies *et al*, 2018). While the use of PARP inhibitors, such as olaparib and rucaparib, has broadened the therapeutic landscape in the context of metastatic CRPC with alterations in homologous recombination repair genes (ATM, BRCA1, BRCA2), resistance may also emerge (Loehr *et al*, 2022), and the overall survival is improved by around 3 months (Hussain *et al*, 2020). Therefore, elucidating additional targetable mechanisms of castration resistance is highly desired to develop effective therapeutic strategies for CRPC.

¹ Institut de Génétique et de Biologie Moléculaire et Cellulaire, Illkirch, France

² Centre National de la Recherche Scientifique (CNRS), UMR7104, Illkirch, France

³ Institut National de la Santé et de la Recherche Médicale (INSERM), U1258, Illkirch, France

†These authors contributed equally to this work

We have previously shown that prostatic intraepithelial neoplasia (PIN) of $Pten^{(i)pe-/-}$ mice, generated by luminal epithelial cell-specific deletion of the tumor suppressor PTEN after puberty, is hypoxic and that enhanced hypoxia-inducible factor 1 (HIF1) signaling in luminal cells drives the malignant evolution of such lesions (Abu El Maaty et al, 2022). In this study, we analyzed the molecular underpinnings enabling luminal cell survival in tumors of $Pten^{(i)pe-/-}$ mice under androgen deprivation conditions and found that castration resistance is associated with further activation of hypoxic signaling and a shift in luminal cell state. Importantly, we demonstrate that genetic or pharmacological inhibition of hypoxia-inducible factor 1A (HIF1A) overcomes castration resistance and provides a durable therapeutic response. Our results therefore demonstrate that inhibiting HIF1A is a therapeutic strategy for the management of CRPC.

Results

Androgen deprivation further enhances hypoxic signaling in prostatic luminal-C cells

To study the impact of androgen deprivation on $Pten$ -deficient prostatic luminal cells, $Pten^{L2/L2}$ (control) and $Pten^{(i)pe-/-}$ mice were orchiectomized at 3 months after gene invalidation (AGI), and analyzed 1 month after surgery. As expected, the weight of androgen-responsive tissues (e.g., seminal vesicles and bulbocavernosus muscle) was strongly reduced in castrated mice of both genotypes compared with sham-operated ones (Figs EV1A and 1B). Although the prostate weight was reduced by castration in both mouse lines, histological analyses revealed a shrinkage of the dorsolateral prostate (DLP) glands only in castrated $Pten^{L2/L2}$ mice (Figs 1A and EV1C and D). Importantly, a similar proportion of PIN and adenocarcinoma were present in the DLP of sham-operated and castrated $Pten^{(i)pe-/-}$ mice (Fig 1A and B). Of note, immunohistochemical detection of AR revealed a strong nuclear staining in prostates of sham-operated control and mutant mice and cytoplasmic staining in those of castrated ones (Fig 1A). Collectively, these results demonstrate that androgen deprivation impairs AR nuclear translocation but does not induce regression of $Pten$ -deficient prostatic lesions.

To characterize the molecular underpinnings enabling luminal cell survival under androgen deprivation in an unbiased manner, we performed droplet-based single-cell RNA sequencing (scRNA-seq) on 6,166 and 9,940 cells isolated 1 month after surgery from prostates of $Pten^{(i)pe-/-}$ mice, sham-operated and castrated at 3 months AGI, respectively. Analysis of these 16,106 cells identified 21 prostatic clusters (Fig EV1E), which were classified into epithelial cells (*Epcam*; clusters 3, 11, and 17) and mesenchymal cells, the latter comprising leukocytic (*Ptprc*; clusters 1, 5, 6, 7, 9, 10, 12, 14, 15, 16, 18, 20, 21) and nonleukocytic (*Vim*; clusters 2, 4, 8, 13 and 19) cells (Fig EV1E–G). The leukocytic clusters included T- (*Cd3g*) and B- (*Cd79a*) lymphocytes, MDSCs (*S100a8*), dendritic cells (*Flt3*), macrophages (*Adgre1*), and mast cells (*Cpa3* and *Mcpt4*) (Fig 1C). Nonleukocytic mesenchymal cells included endothelial cells (*Pecam1*) and stromal fibroblasts (*Col1a1*). Epithelial clusters comprised basal cells (*Krt5*), as well as two luminal subsets (*Krt8*), termed luminal-A and -C (Fig 1C), characterized by elevated levels of androgen-responsive genes (e.g., *Pbsn*, *Nkx3-1*, and *Tgm4*)

(Rennie et al, 1993; He et al, 1997; Lopez-Bujanda et al, 2021), and stemness-associated markers (*Tacstd2* [encoding *Trop2*]/*Krt4*/*Ly6a*), respectively (Fig 1C and D). Luminal-C cells are a minor population in control prostates, and the predominant epithelial subset in $Pten$ -deficient prostatic lesions (Abu El Maaty et al, 2021, 2022). Cells with similar characteristics have been recently suggested to be intrinsically castration-resistant (Baures et al, 2022). Interestingly, the abundance of luminal-A but not luminal-C cells was reduced after castration (Figs 1D and EV1F and H). These data therefore demonstrate that only a minor population of prostatic luminal cells is eliminated by castration of $Pten^{(i)pe-/-}$ mice, and indicate intrinsic castration-resistant properties for luminal-C cells.

Differential expression analysis revealed that the transcript levels of around 380 genes were altered in luminal-C cells by castration (Dataset EV1). As expected, enrichment analysis of the genes downregulated in luminal-C cells of castrated mice compared with those of sham-operated ones using the Molecular Signatures Database (MSigDB) identified “androgen response” among the top 10 downregulated pathways (Fig 1E; Table EV1), with the expression of a number of androgen-responsive genes, including *Pbsn*, *Tgm4*, and *Fkbp5*, reduced by androgen deprivation (Fig 1F; Dataset EV1). On the other hand, enrichment analysis of the genes upregulated in luminal-C cells of castrated mice identified inflammation-related pathways, including “TNFA signaling via NF- κ B” and “IL2-STAT5 signaling” (Fig 1G; Table EV1). A number of genes encoding cytokines, including *Il1b*, *Cxcl1*, and the MDSC-recruiting factor *Cxcl5*, were induced by castration (Fig 1H; Dataset EV1), the latter potentially underscoring the enrichment of MDSCs in prostatic tumors of castrated $Pten^{(i)pe-/-}$ mice (Figs 1I and EV1F).

Interestingly, enrichment analyses also identified “Hypoxia,” a major feature of $Pten$ -deficient prostatic lesions, among the hallmarks upregulated in luminal-C cells of castrated mice (Fig 1G; Table EV1). Castration induced the expression of 11 hypoxia-related genes in luminal-C cells (Table 1 and Dataset EV1), including *Pfkfb3* (6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3), *Cp* (Ceruloplasmin), and *Car12* (Carbonic anhydrase 12) (Fig 1J).

Cd44 and *Ly6d*, which have been previously reported to identify prostate stem cells/progenitors (Barros-Silva et al, 2018; Wang et al, 2021), were also among the genes upregulated in persistent luminal-C cells (Fig 1K; Dataset EV1), suggesting induced plasticity by castration. We thus determined the levels of Transglutaminase 2 (TGM2), which we have recently shown to be a marker of HIF1A-driven disease progression and luminal plasticity (Abu El Maaty et al, 2022). Immunohistochemical analyses revealed that TGM2 was expressed at low levels in less than half of the prostatic epithelial cells of sham-operated $Pten^{(i)pe-/-}$ mice at 3 months AGI and at high levels in most epithelial cells of castrated ones (Fig 1L).

Collectively, these data demonstrate that the abundance of luminal-A is strongly decreased in castrated $Pten^{(i)pe-/-}$ mice, whereas hypoxic signaling is further activated in castration-resistant luminal-C cells, which acquire a high plasticity state and promote an immune-suppressive microenvironment.

Luminal HIF1A enables cellular survival in response to androgen deprivation

Since hypoxic signaling was enhanced in luminal-C cells of castrated $Pten^{(i)pe-/-}$ mice, we determined whether luminal HIF1A is

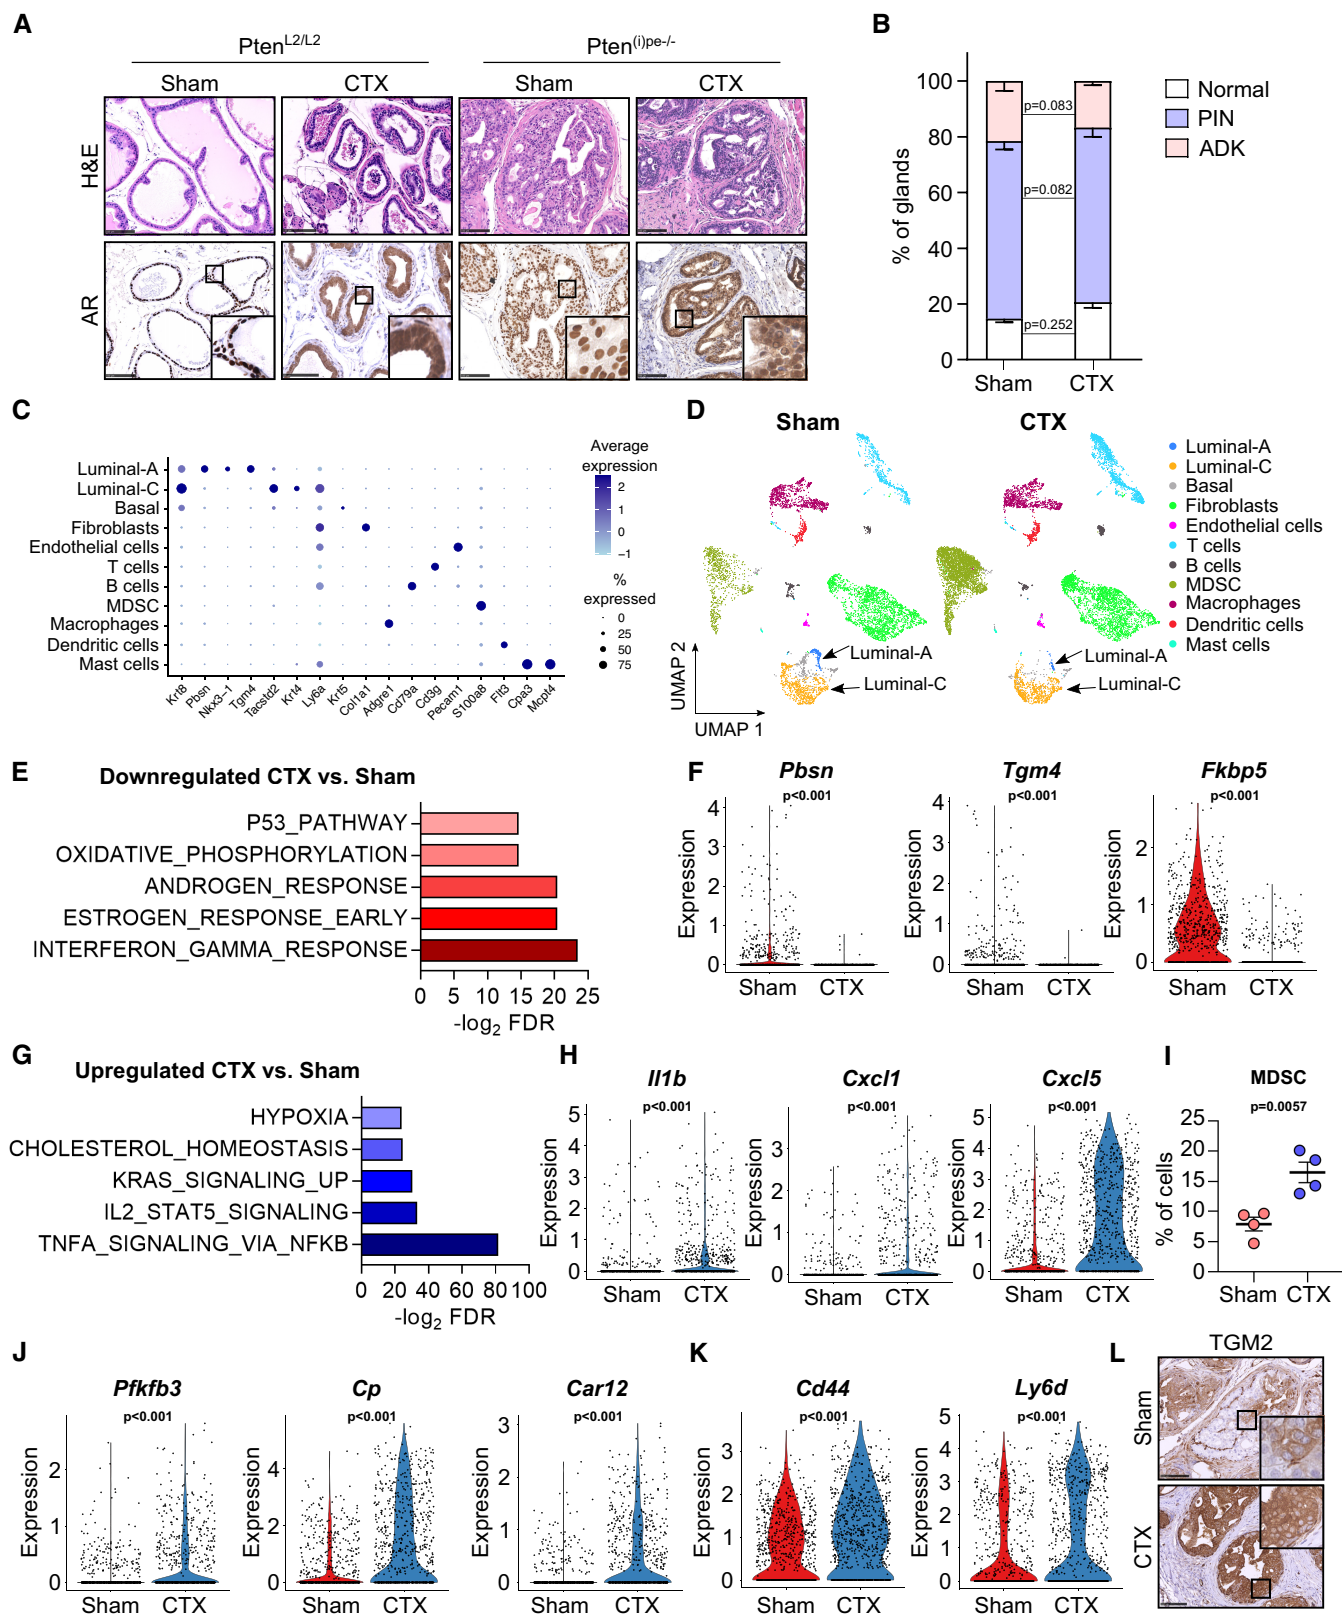

Figure 1.

Figure 1. Characterization of prostate tumors of castrated $Pten^{(i)pe-/-}$ mice.

- A Representative H&E staining and immunohistochemical analysis of the androgen receptor (AR) in the dorsolateral prostate (DLP) of $Pten^{L2/L2}$ and $Pten^{(i)pe-/-}$ mice, sham-operated (sham), or castrated (CTX) at 3 months after gene inactivation (AGI), and analyzed at 1 month after surgery. Scale bars: 100 μ m. $N = 3$ mice per condition.
- B Histological scoring of DLP of sham and CTX $Pten^{(i)pe-/-}$ mice analyzed at 1 month after surgery. ADK, adenocarcinoma. $N = 4$ mice per condition. Data presented are mean, and error bars correspond to SEM. P -values were determined using an unpaired t-test.
- C Dot plot depicting the expression of cell-lineage specific markers in the various clusters generated after scRNA-seq analysis of prostates of sham and CTX $Pten^{(i)pe-/-}$ mice analyzed at 1 month after surgery.
- D Uniform Manifold Approximation and Projection (UMAP) of cells from prostates of sham or CTX $Pten^{(i)pe-/-}$ mice. Luminal-A and Luminal-C cells are indicated by arrows.
- E Bar chart depicting the identified hallmarks through Gene Set Enrichment Analysis (GSEA) of the genes downregulated in luminal-C cells of $Pten^{(i)pe-/-}$ mice with castration. FDR, False Discovery Rate.
- F Violin plots depicting transcript levels of androgen-responsive genes in luminal-C cells of sham and CTX $Pten^{(i)pe-/-}$ mice. P -values were determined by the Wilcoxon rank-sum test.
- G Bar chart depicting the identified hallmarks through GSEA of the genes upregulated in luminal-C cells of $Pten^{(i)pe-/-}$ mice with castration.
- H Violin plots depicting the transcript levels of inflammation-related genes in luminal-C cells of sham and CTX $Pten^{(i)pe-/-}$ mice. P -values were determined by the Wilcoxon rank-sum test.
- I Flow cytometric analysis of myeloid-derived suppressor cells (MDSC) in prostates of $Pten^{(i)pe-/-}$ mice, sham and CTX at 3 months AGI and analyzed 1 month later. $N = 4$ mice per group. P -values were determined by a two-tailed t-test.
- J, K Violin plots depicting the transcript levels of hypoxia-related genes (J) and plasticity-related genes (K) in luminal-C cells of sham and CTX $Pten^{(i)pe-/-}$ mice. P -values were determined by the Wilcoxon rank-sum test.
- L Representative immunohistochemical detection of TGM2 in DLP of sham and CTX $Pten^{(i)pe-/-}$ mice. $N = 3$ mice per condition. Scale bars: 100 μ m.
- Source data are available online for this figure.

Table 1. List of hypoxia-related genes induced in luminal-C cells of castrated $Pten^{(i)pe-/-}$ mice versus sham-operated ones.

Gene name	P -value	Average log2FC	pct.1	pct.2	P val_adj
Cp	1.55E-34	2.229	0.595	0.343	3.30E-30
Car12	2.42E-32	0.813	0.409	0.157	5.17E-28
Zfp36	9.50E-15	0.754	0.850	0.807	2.03E-10
Bhlhe40	2.77E-14	0.640	0.668	0.592	5.91E-10
Map3k1	3.07E-13	0.403	0.598	0.518	6.54E-09
Pfkfb3	3.57E-13	0.473	0.346	0.209	7.61E-09
Fos	7.68E-10	0.594	0.904	0.851	1.64E-05
Errf1	4.09E-09	0.457	0.862	0.824	8.73E-05
Ndr1	2.07E-08	0.412	0.416	0.306	4.42E-04
Klf6	1.97E-06	0.453	0.924	0.889	4.20E-02
Ccn1	3.82E-04	0.629	0.697	0.679	1.00E+00

Average log2FC: log fold change of the average expression between the two groups. Positive values indicate that the gene is more highly expressed in the first group. Pct.1: percentage of cells where the gene is detected in the first group. Pct.2: percentage of cells where the gene is detected in the second group. P val adj: Adjusted P -value, based on Bonferroni correction using all genes in the dataset.

involved in resistance to androgen deprivation. To this end, $Pten/Hif1a^{(i)pe-/-}$ mice, in which both *Pten* and *Hif1a* are selectively inactivated in luminal cells after puberty (Abu El Maaty et al, 2022), were castrated at 3 months AGI and analyzed 1 month after surgery. The prostate weight of castrated $Pten/Hif1a^{(i)pe-/-}$ mice was markedly lower than that of sham-operated ones, and similar to that of castrated controls ($Pten^{L2/L2}/Hif1a^{L2/L2}$ mice; Fig 2A). Histological analyses revealed a striking gland shrinkage in the DLP of castrated $Pten/Hif1a^{(i)pe-/-}$ mice (Fig 2B and C), as observed in castrated controls (Figs 1A and 2C). Moreover, whereas about 75 %

of glands contained PINs or adenocarcinoma in sham-operated $Pten/Hif1a^{(i)pe-/-}$ mice, > 80% of glands in castrated ones had a neoplastic-free appearance and no adenocarcinoma was observed (Fig 2B and D). Of note, immunohistochemical analyses showed that most of the remaining luminal cells of castrated $Pten/Hif1a^{(i)pe-/-}$ mice expressed the luminal-C marker TROP2 (Abu El Maaty et al, 2022) and AR in the cytoplasm (Fig 2E).

To further characterize the impact of HIF1A deficiency on androgen deprivation, we analyzed $Pten^{(i)pe-/-}$ and $Pten/Hif1a^{(i)pe-/-}$ mice at 1 to 3 days after surgery. Although AR was already cytoplasmic 1 day after castration and the weight of the seminal vesicles was reduced after 3 days in both mouse lines (Fig EV2A–C), histological analyses revealed tumor regression in prostates of $Pten/Hif1a^{(i)pe-/-}$ mice but not in those of $Pten^{(i)pe-/-}$ ones (Fig 2F). Furthermore, the proliferation rate of epithelial cells was decreased in both mouse lines 1–3 days after castration (Fig EV2D and E). Note, however, that while cell proliferation further decreased 1 month after castration in $Pten/Hif1a^{(i)pe-/-}$ mice, it increased in $Pten^{(i)pe-/-}$ mice to reach levels similar to those before castration (Fig EV2D and E). Remarkably, castration induced a time-dependent increase in the number of cleaved caspase-3 (CC3)-positive and cleaved poly(ADP-ribose) polymerase (CPARP)-positive epithelial cells within 3 days in prostates of $Pten/Hif1a^{(i)pe-/-}$ mice, but not in those of $Pten^{(i)pe-/-}$ ones (Figs 2G and H, and EV2F–H). Note that < 5% of apoptotic cells were detected in $Pten/Hif1a^{(i)pe-/-}$ mice at 30 days after surgery (Figs 2G and H, and EV2F–H). Thus, androgen deprivation impairs epithelial cell proliferation within 3 days in both $Pten^{(i)pe-/-}$ and $Pten/Hif1a^{(i)pe-/-}$ mice but induces rapid cell death only in the latter. In addition, the antiandrogen enzalutamide induced CC3 levels in organoids generated from prostates of $Pten/Hif1a^{(i)pe-/-}$ mice but not of $Pten^{(i)pe-/-}$ ones (Fig 2I). Collectively, these data demonstrate that luminal HIF1A is a key driver of castration resistance in *Pten*-deficient prostatic tumors and that its inactivation overcomes this resistance.

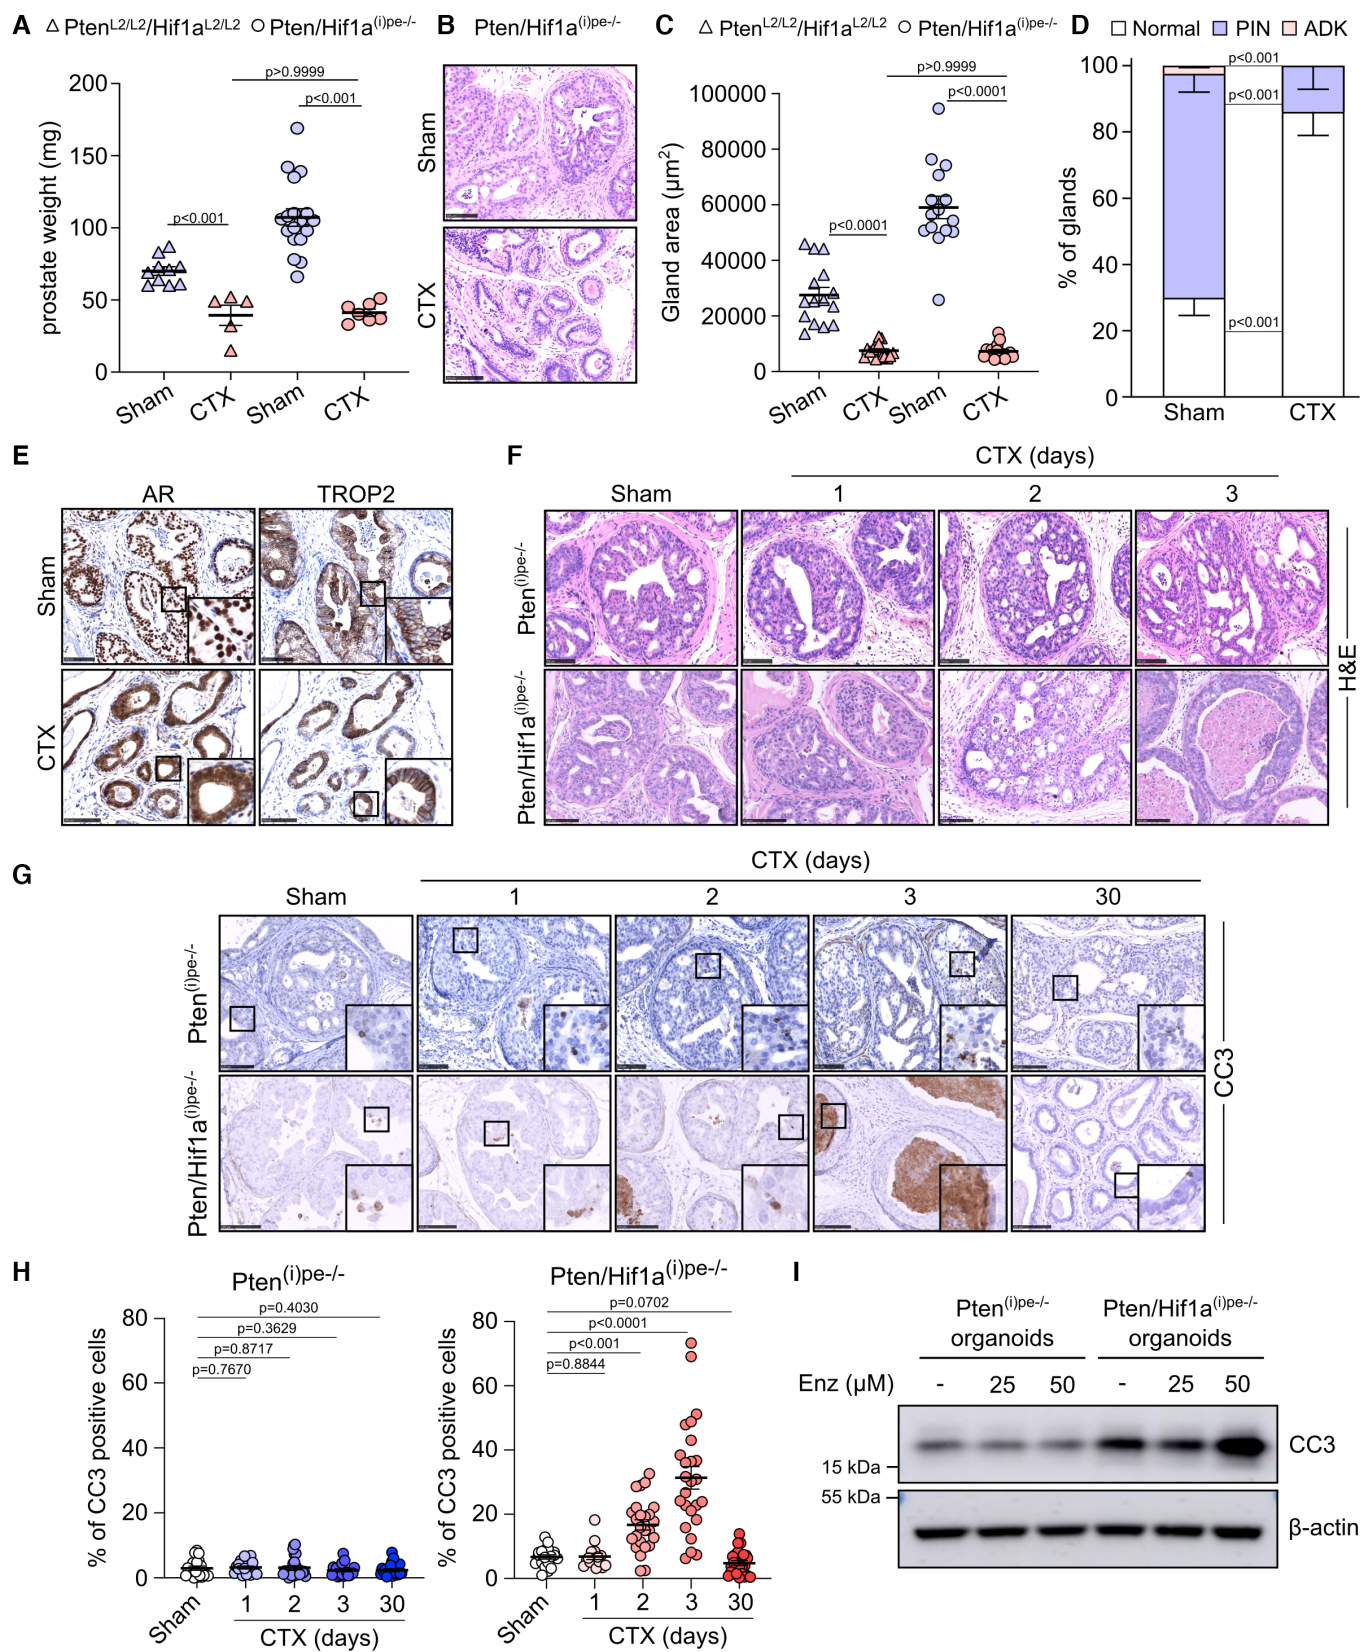

Figure 2.

Figure 2. Effects of castration on prostates of Pten/Hif1a^{(i)pe-/-} mice.

- A Prostate weight of control (Pten^{L2/L2}/Hif1a^{L2/L2}) and Pten/Hif1a^{(i)pe-/-} mice sham or CTX at 3 months AGI and analyzed 1 month after surgery. *N* = 5–18 mice/condition. Data presented are mean ± SEM. *P*-values were determined by one-way ANOVA followed by a *post hoc* Tukey test.
- B Representative H&E staining of DLP of sham and CTX Pten/Hif1a^{(i)pe-/-} mice. Scale bars: 100 μm. *N* = 3 mice/condition.
- C Gland areas in DLP of sham and CTX control and Pten/Hif1a^{(i)pe-/-} mice. Five glands per mouse were quantified. *N* = 3 mice/condition. Data presented are mean ± SEM. *P*-values were determined by one-way ANOVA followed by a *post hoc* Tukey test.
- D Histological scoring of DLP of sham and CTX Pten/Hif1a^{(i)pe-/-} mice. *N* = 3–5 mice/condition. Data presented are mean, and error bars correspond to SEM. *P*-values were determined by an unpaired *t*-test.
- E Representative immunohistochemical detection of AR and TROP2 in DLP of sham and CTX Pten/Hif1a^{(i)pe-/-} mice. *N* = 3–5 mice/condition. Scale bars: 100 μm.
- F Representative H&E stained DLP of Pten^{(i)pe-/-} and Pten/Hif1a^{(i)pe-/-} mice sham or CTX at 3 months AGI and analyzed 1 or 1, 2, and 3 days after surgery, respectively. *N* = 3–5 mice/condition. Scale bars: 100 μm.
- G Representative immunohistochemical detection of cleaved caspase 3 (CC3) in DLP of Pten^{(i)pe-/-} and Pten/Hif1a^{(i)pe-/-} mice, sham or CTX at 3 months AGI and analyzed 1 or 1, 2, 3, and 30 days after surgery, respectively. *N* = 3 mice/condition. Scale bars: 100 μm.
- H Quantification of CC3-positive prostatic epithelial cells in DLP of sham-operated and castrated Pten^{(i)pe-/-} and Pten/Hif1a^{(i)pe-/-} mice. *N* = 3–5 mice/condition. Five glands per mouse were quantified. Data presented are mean ± SEM. *P*-values were determined by one-way ANOVA followed by a *post hoc* Tukey test.
- I Western blot analysis of CC3 in protein lysates of organoids generated from prostates of Pten^{(i)pe-/-} and Pten/Hif1a^{(i)pe-/-} mice at 3 months AGI and treated with enzalutamide (Enz) for 24 h at the indicated concentrations. β-actin was used as a loading control. Data are representative of two independent biological replicates.
- Source data are available online for this figure.

Luminal HIF1A inactivation provides a durable therapeutic response to castration

To investigate whether the lack of luminal HIF1A provides long-term therapeutic responses to castration, we analyzed control and Pten/Hif1a^{(i)pe-/-} mice 5 months after surgery. The prostate weight and gland size of castrated Pten/Hif1a^{(i)pe-/-} mice were markedly lower than those of sham-operated ones, and similar to those of castrated controls (Fig 3A–C). Moreover, while around 60 and 20% of glands contained PIN and adenocarcinoma in sham-operated mice, respectively, > 80% of glands had a normal-like appearance in castrated ones and no glands contained adenocarcinoma (Fig 3B and D). The remaining luminal cells after castration expressed AR in the cytoplasm and were TROP2-positive (Fig 3E), in agreement with our results above (Fig 2E). Altogether, our findings demonstrate that HIF1A is a key factor for Pten-deficient luminal cell survival after castration, making HIF1A inhibition a highly attractive approach to overcome castration resistance of prostatic tumors.

Pharmacological HIF1A inhibition sensitizes Pten-deficient tumors to androgen deprivation

Since we demonstrated that HIF1A is a critical mediator of luminal cell response to androgen deprivation, we determined whether pharmacologically inhibiting this factor sensitizes Pten-deficient lesions to castration. We therefore treated Pten^{(i)pe-/-} mice at 3 months AGI for 5 days with PX-478, an orally bioavailable HIF1A inhibitor (Koh *et al*, 2008), after which mice were either castrated or sham-operated, and treated 1 week later with PX-478 for 3 additional weeks (Fig 4A). In agreement with our previous study (Abu El Maaty *et al*, 2022), immunohistochemical analyses revealed that PX-478 treatment strongly reduces HIF1A levels in prostatic epithelial cells of Pten^{(i)pe-/-} mice (Fig EV3A). Histological analyses of the DLP revealed adenocarcinoma in around 20% of glands in vehicle-treated sham-operated and castrated mice, as well as in PX-478-treated sham-operated ones. By contrast, such lesions were found in < 3% of glands in PX-478-treated castrated mice (Fig 4B and C). Moreover, 40% of the glands had a neoplastic-free appearance in PX-478-treated castrated mice compared with around 20% in the 3 other groups. Importantly, PX-478 induced CC3 and CPARP levels in

the human C4-2B PCa cells, a castration-resistant subline of the LNCaP-derived C4-2 cells (Spans *et al*, 2014), which were further enhanced when combined with enzalutamide (Fig 4D). Moreover, PX-478 induced CC3 and CPARP levels in the human castration-resistant prostate cancer cell lines DU-145 and PC-3 (Fig EV3B and C), in keeping with previous results showing reduced survival of these cells in presence of PX-478 (Palayoor *et al*, 2008). Furthermore, HIF1A silencing in PC-3 cells enhanced CC3 levels (Fig EV3D), demonstrating that pharmacological inhibition of HIF1A induces profound anticancer effects in castration-resistant prostate tumor cells.

To determine whether HIF1A inhibition also impacts tumors after androgen deprivation-induced cell plasticity, Pten^{(i)pe-/-} mice were treated with PX-478 1 month after castration (Fig 4E). While only 5 and 25% of the DLP glands had a normal architecture in vehicle-treated castrated and PX-478-treated sham-operated Pten^{(i)pe-/-} mice, respectively, > 50% of the glands were tumor-free in PX-478-treated castrated Pten^{(i)pe-/-} mice (Fig 4F and G). Moreover, PX-478 treatment of castrated mice markedly reduced the DLP gland area (Fig 4H). Therefore, these data demonstrate that inhibiting HIF1A overcomes resistance to castration even after androgen deprivation-induced luminal cell plasticity.

Discussion

Androgen deprivation therapy is a cornerstone in the management of men with high-risk localized and advanced PCa. However, despite initial efficacy, many tumors progress to CRPC for which treatment options remain limited. Therefore, elucidating new targets for CRPC management is in demand. By analyzing castration-resistant Pten-deficient prostatic lesions, we discovered that androgen deprivation further enhances hypoxic signaling in luminal cells and induces a high plasticity state in them. Furthermore, we found that it triggers inflammation-related pathways, increases the expression of cytokines in such lesions, and enhances the prostatic infiltration of MDSCs, thus promoting an immunosuppressive environment. Importantly, we demonstrate that HIF1A is a critical factor enabling tumor cell survival in response to ADT and that genetic or pharmacological inhibition of HIF1A sensitizes Pten-deficient lesions to castration, and leads to durable therapeutic responses.

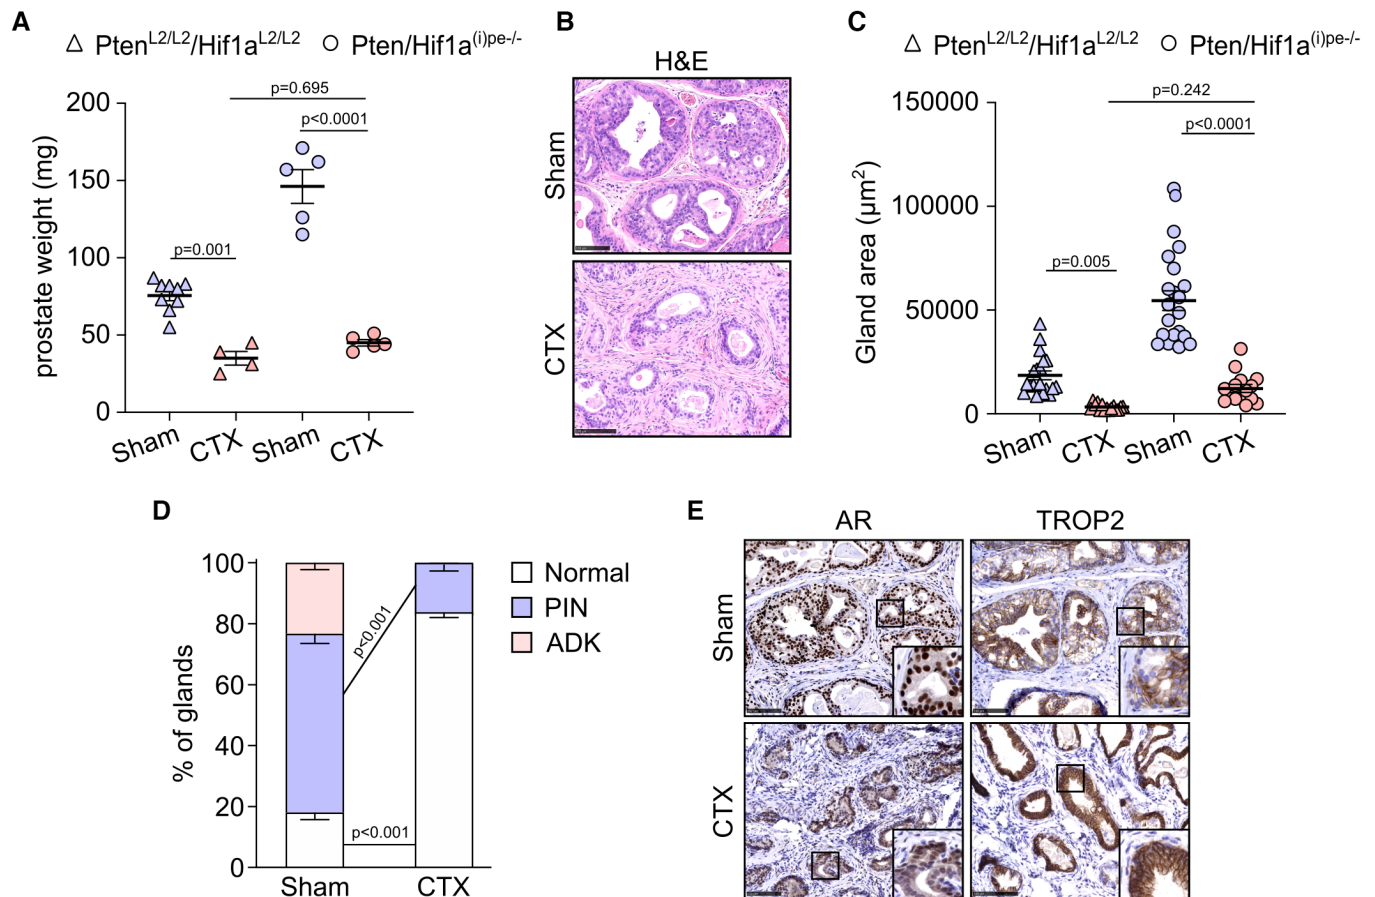

Figure 3. Long-term effects of castration on prostates of Pten/Hif1a^{(i)pe-/-} mice.

- A Prostate weight of control (Pten/Hif1a^{L2/L2}) and Pten/Hif1a^{(i)pe-/-} mice, sham or CTX at 3 months AGI and determined at 5 months after surgery. $N = 4-9$ mice/condition. Data presented are mean $\pm$ SEM. P -values were determined by one-way ANOVA followed by a *post hoc* Tuckey test.
- B Representative H&E staining of DLP of Pten/Hif1a^{(i)pe-/-} mice, sham and CTX at 3 months AGI and analyzed at 5 months after surgery. $N = 4-5$ mice/condition. Scale bars: 100 μm .
- C Gland areas in DLP of control and Pten/Hif1a^{(i)pe-/-} mice, sham and CTX at 3 months AGI and analyzed at 5 months after surgery. $N = 3-4$ mice/condition. Five glands per mouse were quantified. Data presented are mean, and error bars correspond to SEM. P -values were determined by one-way ANOVA followed by a *post hoc* Tuckey test.
- D Histological scoring of DLP of Pten/Hif1a^{(i)pe-/-} mice, sham and CTX at 3 months AGI and analyzed at 5 months after surgery. Data presented are mean, and error bars correspond to SEM. $N = 3-5$ mice/condition. P -values were determined by an unpaired *t*-test.
- E Representative immunohistochemical detection of AR and TROP2 in DLP of Pten/Hif1a^{(i)pe-/-} mice, sham and CTX at 3 months AGI and analyzed at 5 months after surgery. $N = 3-4$ mice/condition. Scale bars: 100 μm .

Source data are available online for this figure.

Furthermore, our study demonstrates that inhibiting HIF1A relieves castration resistance even after castration-induced plasticity of luminal cells.

Prostatic tumors of mouse models based on the prostate-specific deletion of Pten have been previously shown to be castration-resistant (Wang *et al*, 2003; Mulholland *et al*, 2011). Our scRNA-seq analysis revealed that distinct luminal subsets in the prostatic epithelium of Pten^{(i)pe-/-} mice exhibit different sensitivities to androgen deprivation, where most luminal-A cells are eliminated by castration, whereas luminal-C cells are castration-resistant, which is in line with the identification of *Tacstd2* (*TROP2*)-expressing luminal cells as intrinsically castration-resistant (Baures *et al*, 2022). Importantly, our results demonstrate that in addition to promoting

the plasticity and malignant progression of luminal-C cells (Abu El Maaty *et al*, 2022), HIF1A signaling underscores their castration-resistant phenotype. The persistent luminal-C cells are characterized by the enrichment of stemness- and inflammation-related pathways. Recent studies have reported that JAK/STAT inflammatory signaling drives lineage plasticity in PCa, and that inhibiting JAK and FGFR sensitizes castration-resistant tumors to ADT (Chan *et al*, 2022; Deng *et al*, 2022). In view of the established crosstalk between HIF1A and inflammatory transcription factors including STAT3 and NF- κ B (Palazon *et al*, 2014), it is conceivable that hypoxia- and inflammation-driven therapeutic resistance pathways are linked.

Previous studies have demonstrated the impact of microenvironmental cells, including MDSCs (Calcinotto *et al*, 2018), macrophages

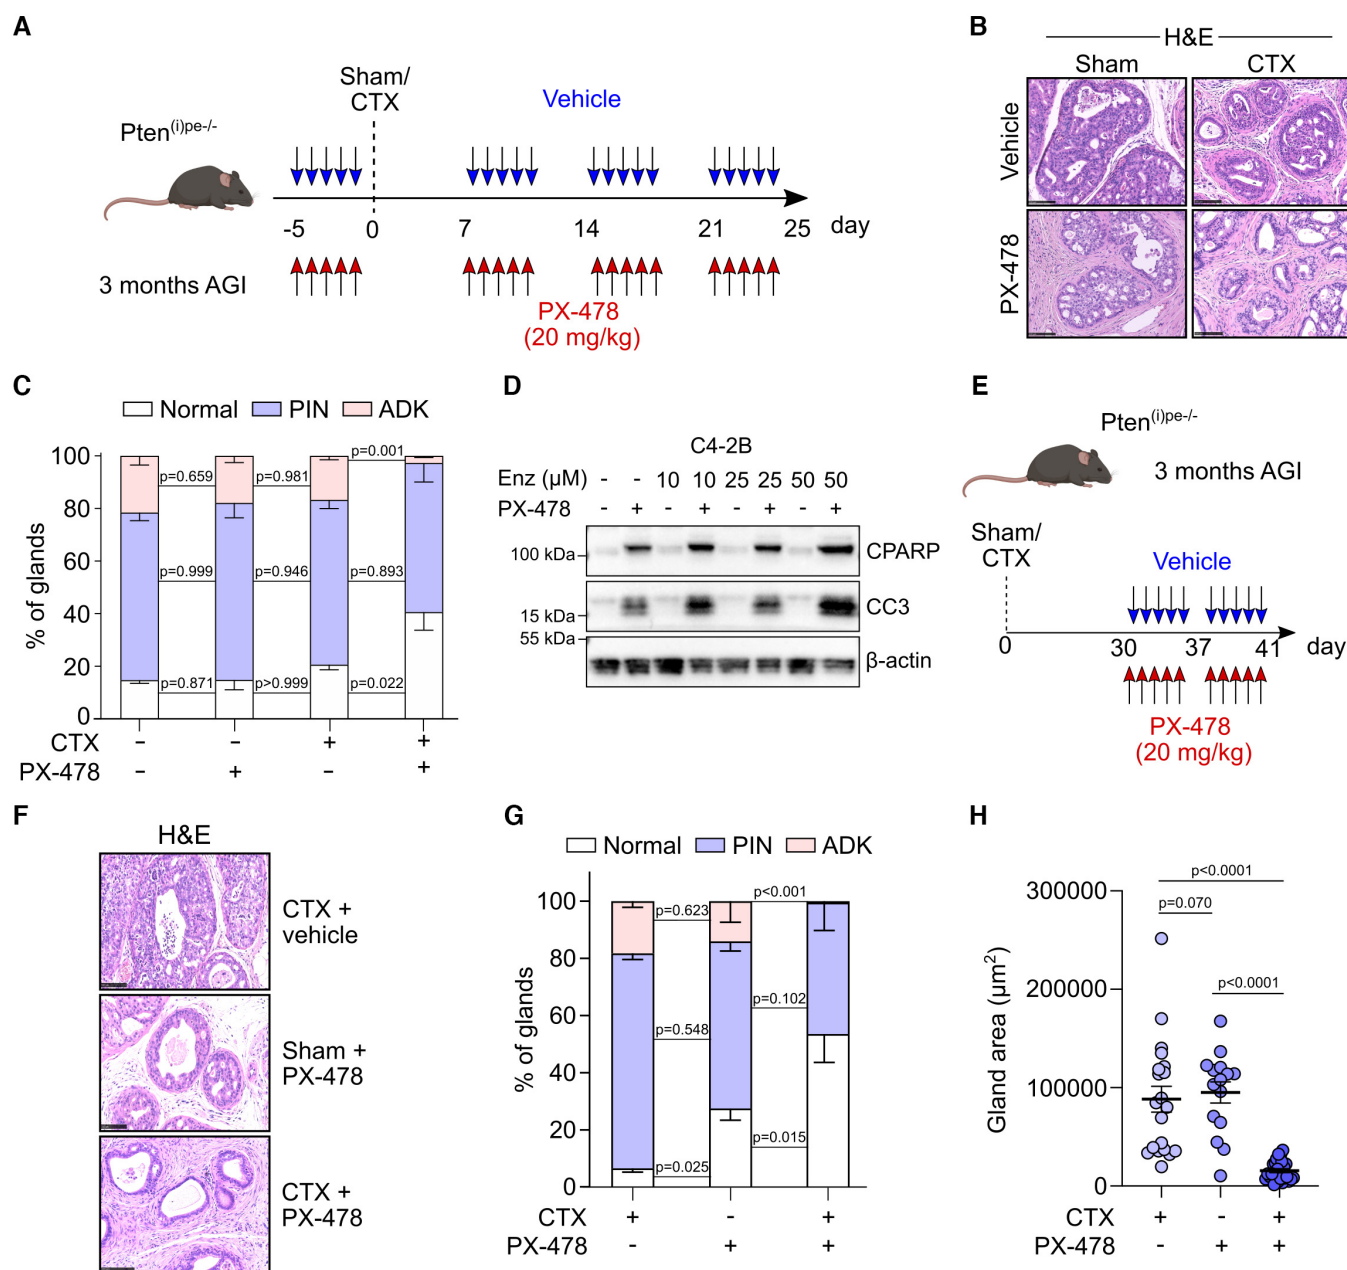

Figure 4. Effects of pharmacological HIF1A inhibition on prostates of castrated *Pten*^(Δpe/-) mice.

A Schematic representation of the experimental protocol investigating the effects of combining HIF1A inhibition with androgen deprivation.

B Representative H&E staining of DLP of sham and CTX *Pten*^(Δpe/-) mice, treated with PX-478 or vehicle, as depicted in (A). Scale bars: 100 μm. *N* = 4–6 mice/condition.

C Histological scoring of DLP of sham-operated and CTX *Pten*^(Δpe/-) mice, treated with PX-478 or vehicle, as depicted in (A). *N* = 4–6 mice/condition. Data presented are mean, and error bars correspond to SEM. *P*-values were determined by an unpaired *t*-test.

D Representative western blot analysis of CPARP and CC3 in human C4-2B Pca cells treated for 24 h with PX-478, increasing concentrations of enzalutamide (Enz), or a combination of both. Beta-actin was used as a loading control.

E Schematic representation of the experimental protocol investigating the potential of PX-478 to reverse castration resistance in *Pten*^(Δpe/-) mice.

F Representative H&E staining of DLP of sham and CTX *Pten*^(Δpe/-) mice, treated with vehicle or PX-478, as depicted in (E). Scale bar: 100 μm. *N* = 3–4 mice/condition.

G Histological scoring of glands in DLP of sham and CTX *Pten*^(Δpe/-) mice, treated with vehicle or PX-478, as depicted in (E). Data presented are mean, and error bars correspond to SEM. *N* = 3–5 mice/condition. *P*-values were determined by an unpaired *t*-test.

H Gland areas of DLP of sham and CTX *Pten*^(Δpe/-) mice, treated with vehicle or PX-478, as depicted in (E). *N* = 3–4 mice/condition. Data presented are mean ± SEM. Five glands per mouse were quantified, and *P*-values were determined by one-way ANOVA followed by a *post hoc* Tukey test.

Source data are available online for this figure.

(El-Kenawi *et al*, 2021), and cancer-associated fibroblasts (Zhang *et al*, 2020), on the development of CRPC and sensitivity to antiandrogens. As luminal HIF1A promotes MDSC recruitment to prostatic lesions (Abu El Maaty *et al*, 2022), the reduced prostatic infiltration of MDSCs by HIF1A inhibition might contribute to the enhanced sensitivity of Pten-deficient luminal cells to androgen deprivation. Our findings support the results of Calcinotto *et al* (2018), who showed that treating prostate cancer mouse models with a CXCR2 antagonist decreases the number of MDSCs and prevents the progression to CRPC. However, our data demonstrating apoptotic activation by enzalutamide in organoids generated from prostates of Pten/Hif1a^{(i)pe-/-} mice but not in those generated from Pten^{(i)pe-/-} ones show that cell-autonomous mechanisms play an important role in the enhanced sensitivity to AR signaling blockade by HIF1A inhibition. Importantly, HIF1A inhibition also triggered apoptotic signaling in human CRPC cell line C4-2B that was enhanced by enzalutamide, and in the PTEN-expressing and PTEN-null human CRPC cell lines DU-145 and PC-3, respectively, that express high levels of CD44 and TROP2 (Tang *et al*, 2022). Thus, these results are in line with our *in vivo* data showing that PX-478 sensitizes to castration luminal-C cells that also express such stem cell markers.

In conclusion, our study demonstrates that HIF1A inhibition overcomes castration resistance in Pten-deficient prostatic tumors in mice and induces apoptotic signaling in human castration-resistant cell lines. These compelling findings therefore highlight the importance of analyzing tumoral HIF1 signaling in patients whose disease progresses after ADT and pave the way for the clinical evaluation of HIF1A inhibitors in men with CRPC.

Materials and Methods

Mice

Pten^{L2/L2}, Pten^{(i)pe-/-}, Pten/Hif1a^{L2/L2}, and Pten/Hif1a^{(i)pe-/-} male mice (all on a C57BL/6 genetic background) were generated as described (Ratnacaram *et al*, 2008; Abu El Maaty *et al*, 2022). Mice were maintained in a temperature- and humidity-controlled animal facility, with a 12-h light/dark cycle. Standard rodent chow (2,800 kcal/kg, Usine d'Alimentation Rationnelle, Villemoisson-sur-Orge, France) and water were provided *ad libitum*. Mice breeding and maintenance were done in the accredited IGBMC/ICS animal house (C67-2018-37), in compliance with French and EU regulations on the use of laboratory animals for research. Animal experiments were approved by the Ethical committee Com'Eth (Comité d'Ethique pour l'Expérimentation Animale, Strasbourg, France) and the French ministry of Higher Education and Research (#34298-2021121009278850 v5).

Tamoxifen was administered at 2 months of age, as described (Ratnacaram *et al*, 2008). Bilateral orchiectomy was performed under aseptic conditions by trained operators. Control animals underwent an abdominal laparotomy without resection of testicles (sham operation). Surgery was performed 3 months AGI under anesthesia with isoflurane (4%). Mice were intraperitoneally treated with buprenorphine (0.1 mg/kg) before surgery and with meloxicam (2 mg/kg) at the end of the surgery to prevent pain. Mice were monitored for 3 days after surgery, and buprenorphine was administered once a day to those that developed pain signs.

PX-478 2HCl (Selleck Chemicals; catalog Nr S7612) was dissolved in water and administered to mice at a daily dose of 20 mg/kg via oral gavage (Abu El Maaty *et al*, 2022). Mice were randomized and analyzed by investigators not blinded to the genotype and treatment. A sample size calculation was not performed. No outliers were eliminated. Mice were euthanized by cervical dislocation and tissues were harvested.

Organoid and cell cultures

Prostate organoid cultures were established from Pten^{(i)pe-/-} and Pten/Hif1a^{(i)pe-/-} mice at 3 months AGI and cultured as described (Karthaus *et al*, 2014; Drost *et al*, 2016; Abu El Maaty *et al*, 2022) and treated for 24 h with enzalutamide (MDV3100; Selleckchem; catalog No.S1250) at 25 and 50 μ M, or vehicle (DMSO). C4-2B (CRL-3315), DU-145 (HTB-81), and PC-3 (CRL-1435) cells were obtained from ATCC and cultured in DMEM (4.5 g/l glucose, 10% FCS, 1% penicillin/streptomycin) at 37°C and 5% CO₂. Cell lines used were mycoplasma-free but not recently authenticated. HIF1A silencing in PC-3 cells was performed as described (Abu El Maaty *et al*, 2022).

C4-2B cells were treated for 24 h with PX-478 (Selleck Chemicals; catalog No.S7612) at 50 μ M and/or with enzalutamide (MDV3100; Selleckchem; catalog No.S1250) at 10, 25 and 50 μ M, or vehicle (DMSO). DU-145 and PC-3 cells were treated for 24 h with PX-478 at 50 μ M.

Histological examination

Five micrometre sections were prepared from paraffin-embedded prostates and dried overnight at 37°C. Hematoxylin and eosin (H&E) staining was performed on prostate sections according to standard protocols. Slides were scanned in brightfield mode using the NanoZoomer digital slide scanner (Hamamatsu) and analyzed using the NDP.view2 Viewing software (Hamamatsu). Representative images of the DLP are provided. Histopathological assessment was performed on the DLP. The number of glands with a normal architecture, PINs, and adenocarcinomas was determined by a resident in oncology, as described (Shappell *et al*, 2004). The area of at least five representative glands of the DLP was determined in each sample using the Qu-Path software (Bankhead *et al*, 2017).

Immunostaining

Five micrometre prostate sections were deparaffinized according to standard protocols and incubated for 20 min in SignalStain® Citrate Unmasking Solution (10 $\times$) (CST 14746) in a pressure cooker for heat-induced antigen retrieval. The following primary antibodies were used: TROP2 (Abcam ab214488; dilution 1:200), Androgen receptor (Abcam ab108341; dilution 1:200), TGM2 (CST, 3557; dilution 1:100), HIF1A (Abcam, ab51608; dilution 1:100), Ki-67 (Thermo Fisher Scientific, MA5-14520; dilution 1:200), cleaved caspase 3 (CST 9664; dilution 1:200), and cleaved PARP (Asp124) D6X6X (CST, 94885; dilution 1:50). One drop of SignalStain® Boost IHC Detection Reagent (CST 8114) was added to each section and SignalStain® DAB Substrate Kit (CST 8059) was used to develop the signal, according to the manufacturer's instructions. The sections were counterstained with hematoxylin and mounted.

The number of Ki-67-positive, CC3-positive, and CPARP-positive cells was determined using the Qu-path software (Bankhead *et al*, 2017).

Western blotting

Prostatic organoids and PCa cell lines were lysed in RIPA buffer, supplemented with protease (05892970001; Sigma-Aldrich) and phosphatase PhoSTOP (PHO SS-RO; Sigma-Aldrich) inhibitors. Protein concentrations were determined using Bradford assay (Abcam; ab119216). Equal amounts of proteins were resolved on SDS-PAGE, and transferred onto nitrocellulose membranes using Trans-blot turbo transfer system (Bio-Rad).

Membranes were incubated with anti-CC3 (CST 9664), anti-cleaved PARP (CST 9544), anti-HIF1A (CST, 36169), anti-histone H3 (CST, 4499S), and anti- β -actin (SCBT SC-47778 or Sigma-Aldrich A5441) primary antibodies diluted at 1:1,000. Membranes were then incubated with anti-Mouse IgG (CST 7076S) or anti-Rabbit IgG (CST 7074S) HRP-linked antibodies diluted at 1:5,000. Signals were developed using Lightning Plus-ECL Enhanced Chemiluminescence Substrate (Perkin Elmer; ref: NEL104001EA) and detected using an Amersham™ Imager 600 (GE Healthcare).

MDSC quantification

Mice prostates were dissociated into single cells as described (Abu El Maaty *et al*, 2022). Cells were incubated on ice for 15 min with anti-CD16/32 antibody (BD Pharmingen; 1:50). To quantify MDSCs (CD45⁺Gr-1⁺CD11b⁺), cell suspensions were incubated with anti-CD45 (BioLegend; ref. 103128; conjugation: Alexa Fluor 700), anti-Ly6G/Ly-6C (Gr-1) (eBioscience; ref. 11-5931-82; conjugation: fluorescein isothiocyanate [FITC]), and anti-CD11b (eBioscience; ref. 45-0112-82; conjugation: PerCP-Cy5.5) antibodies for 15 min on ice. All antibodies were diluted 1:200 in DMEM (glucose [4.5 g/l], 1% penicillin/streptomycin, and 2% bovine serum albumin, without phenol red). Cells were analyzed using a BD LSR II flow cytometer and the FlowJo software.

Living cell FACS-sorting for scRNA-seq analysis

Mice prostates were dissociated into single cells as described (Abu El Maaty *et al*, 2022). Cells from three prostates for each condition were pooled and stained with DAPI, and living cells (DAPI-negative) were FACS-sorted using a BD FACSAria™ Fusion flow cytometer.

scRNA-seq and data analysis

How the deposited data were processed for this re-analysis (not part of the article)

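Single-cell RNA sequencing of prostates from sham-operated and castrated Pten (i)pe-/- mice was analyzed, with 1 library per condition and each library a pool of cells from 3 mice. The pooled cells were stained with DAPI and living cells were sorted before loading. According to the paper's methods and the submitters' processing notes, the authors demultiplexed the reads with Cell Ranger 3.0.2 and made the deposited UMI count values with Cell Ranger 6.0.2 against the mouse reference of 10x Genomics for GRCm38. The deposited files hold these counts per gene and barcode after cell calling and before any other filter or normalization. The 3′ chemistry counts 1 tag per captured transcript end, so that isoforms and deleted upstream exons are not resolved, and near-identical paralogs are not surely separated.

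Cells were filtered as in the paper's methods. Of the barcodes, 414 in the sham and 205 in the castrated library had under 200 genes, 8 and 2 had over 8000 genes, and 563 and 412 had over 30% mitochondrial counts. The paper's cell numbers are those after this filter and before the *Pate4* exclusion, which removed a further 56 and 157 cells. The kept cells held 69320736 and 63674944 counts, and their median mitochondrial share was 2.93% and 2.80%. No doublets were removed in the main analysis, since the methods name no doublet caller. Scrublet, as run in scanpy 1.11.5 with an expected rate of 8%, found no usable threshold of its own in the sham library, so that the threshold of the castrated library was applied to both as an alternative, which marked 80 sham and 233 castrated cells.

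Normalization, the choice of 2000 variable genes, anchor integration with 20 dimensions, and clustering with 20 neighbors at resolution 0.5 were run in Seurat 5.3.0 under R 4.3.3, whereas the authors used an older Seurat version. Summed counts, intervals and gene lists were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. A cluster was named after a class when at least 3 of the class's markers, fixed for 20 classes before the data were examined, were detected in at least 25% of its cells with a log2 fold of at least 1 over all other cells (pseudocount 0.1), and when its 10 leading genes did not go against the name. A cluster stayed unnamed when its median UMI count was less than that of its library divided by 3 with no marker among its leading genes. Details of this rule were settled after the clusters had been seen. Genes found at about the same share in every cluster of a library were left out of the markers and when leading genes were judged. In the main clustering these included *Sbp* and *Spink1*, which are on the list of luminal-A markers. T and NK cells were taken as 1 class, and clusters led by genes of dividing cells were left unnamed. The treatment of such evenly spread genes left the names of the main clustering unchanged, but it gave names to luminal-C-like clusters under other cell filters that the first version of the rule left unnamed.

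Within each of the 6 classes with at least 100 cells in each library, counts were summed over cells and expressed as CPM of that sum. Ratios have exact 95% intervals for a pair of Poisson counts, and shares have exact Clopper-Pearson intervals. The interval of a log2 ratio shrinks with the counts behind it, and it does not include the spread between mice, since cells of a pool are not replicates. A library with 0 counts of a gene was taken at the floor of 3 counts. To compare shares of cells with a UMI across depths, cells were also thinned to 7523 UMIs and shallower cells were left out.

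Genes were named by a rule fixed before the data were examined, when the values in the paper's text, Table 1 and Dataset EV1 had been seen. It took, among genes with at least 100 counts in a library whose level in luminal-C-like cells exceeded that in all other cells, the 12 with the highest and the 12 with the lowest log2 ratio, every gene the paper names for these cells, and up to 2 members at each end of each gene list. In every other class, the 5 highest and 5 lowest genes were taken. Of 27 gene lists with 392 genes written before the data were examined, 21 were followed in luminal-C-like cells through all alternative settings, and others were read in the class they belong to. A list's median over members with at least 20 counts was set against 10000 random lists of equal size drawn from 10 expression bins. The spread of a list's median was taken from 2000 draws of its members with replacement, a choice made after the values had been seen. A threshold of 5% of cells for the genes given first among the results for a closer look was also chosen after the values had been seen.

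The calculations were tested on simulated counts for castrated against sham luminal-C-like cells with 13594 genes, of which 200 were changed. The counts were drawn from a Poisson distribution, independently per gene, which is what the intervals assume. Such a test checks the calculation only, and not whether real counts vary more than this. The interval held the true ratio for 95.6% of the unchanged genes, for 92.0% of the genes raised 2-fold and for 100.0% of those lowered to 0.5-fold. A planted list of 15 members lay at percentile 100.0, and 4.8% of 1000 unchanged lists lay outside the middle 95%.

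For the alternatives, 53 combinations of a result and a processing choice were fixed before the data were examined and 6 were added later. They vary the mitochondrial and gene number limits, the *Pate4* exclusion, doublets, resolution, integration, denominators, scaling, count minimums, immune UMIs and free RNA. Coordinates and gene identifiers are those of GRCm38 from the GENCODE annotation of mouse genes. The MSigDB sets were not used here, and no pathway enrichment was computed.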

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

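Of the tests reported here, only those on other genes of the castrated luminal-A-like cells and on immediate-early genes outside Table 1 were planned before their result was seen; all others were chosen afterwards. Each of the following genes, outside those the paper discusses, had the highest castrated over sham ratio of its class among the genes eligible. Only genes higher in castrated cells with separate counting intervals were eligible, so that both traits were fixed by the choice. *Il17a*, the gene of an inflammatory T cell cytokine, was at 447 CPM (430 to 464) in castrated T or NK cell-like cells against 114 CPM (103 to 126) in sham ones, a class of which cluster 7 held 251 sham and 628 castrated cells. In fibroblast-like cells *Il17a* was higher as well, at 9.8 CPM in castrated against 0.255 CPM in sham ones. *Klk1b16*, a kallikrein gene with near-identical paralogs, was at 111 CPM (105 to 117) in castrated luminal-C-like cells against 0.125 CPM (0.0151 to 0.451, from 2 counts) in sham ones, a log2 ratio of 9.80 (7.94 to 12.85), and 18 cells held 94.3% of its UMIs (log2 ratio 6.84 at most 10% mitochondrial counts). *Gm34455* was at 126 CPM (113 to 139) in castrated dendritic cell-like cells against 23.7 CPM (18.1 to 30.6). *Gm45847* was at 9.16 CPM (7.83 to 10.6) in castrated fibroblast-like cells against 0.511 CPM (0.264 to 0.892). *Apoc4*, an apolipoprotein gene, was at 12.6 CPM (10.3 to 15.3) in castrated macrophage-like cells against 2.15 CPM (1.35 to 3.26). With 1 pool per condition, castration and differences between the pools are not separated for any of them.

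The 38 castrated cells that clustered with sham luminal-A-like cells were weighed as a first pattern. They are not luminal-A cells that kept their androgen-responsive genes, since 0 of 38 had a UMI of *Pbsn*, *Nkx3-1* or *Tgm4* (exact upper limit 9.25%). Part of them may be other epithelial cells placed in the cluster: 17 of 38 (44.7%, 28.6 to 61.7%) had ionocyte or seminal vesicle markers, against 25 of 158 sham cells of the cluster (15.8%) and 0 of 645 castrated luminal-C-like cells. For the remaining 21 cells, luminal-A cells that lost the androgen-responsive genes cannot be told apart from other cells, as 10 of 30 other genes that mark the sham cells were at least 2 times higher in them than in castrated luminal-C-like cells, between the bounds set for either outcome. These 10 count little for luminal-A cells, as they include *Pate4*, the authors' marker of epididymal cells (567.5 CPM), *Pate6*, *Pate7*, *Crisp1* and *Spink8* (11330 CPM), whereas *Ren1*, *C1rb* and *Pate9* had 0 counts; the test was run in 2 versions with the same count, its minimum of 50 counts and pseudocount of 10 CPM set when it was written.

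The higher cytokine transcripts in castrated luminal-C-like cells were weighed as a second pattern. For *Cxcl1*, *Cxcl3*, *Cxcl5* and *Ccl20*, RNA or doublets of MDSC-like cells are excluded as the source, since the lowest of the 4 genes was 6.28 times higher per castrated luminal-C-like cell than per T or NK cell-like or MDSC-like cell. For *Il1b* such RNA may be the source: castrated luminal-C-like cells held 0.503 *Il1b* UMIs per *S100a8* UMI, near the 0.675 of T or NK cell-like, 0.738 of fibroblast-like and 0.611 of MDSC-like cells. In sham luminal-C-like cells the ratio was 1.09. The log2 ratio of *Il1b* was 2.56 in cells without immune UMIs, but the median of the neutrophil genes rose there as well. That selection thus does not remove neutrophil RNA, and it does not decide the source of *Il1b*. An effect of castration on the 4 chemokine genes remains open and was not separated from the pools.

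The higher hypoxia genes of Table 1 were weighed as the last pattern. Cells outside the luminal-C sub-clusters, or with immune UMIs, are excluded as the whole cause. Without them the median of the 11 genes stayed above 0.64, the lower bound of the spread over members. It was 0.94 in the cells of the luminal-C sub-clusters and 1.04 in cells without immune UMIs. Neither selection removes free RNA, so that these medians do not exclude it. All 11 genes also stayed higher after subtraction of the expected free RNA. Its amount was set from *Col1a1*, *Col1a2*, *Col3a1* and *Dcn*, at 3.53% of the sham and 3.55% of the castrated counts. Its profile was that of all kept cells of the library. The median of the neutrophil genes rose under this subtraction, so that it does not exclude free RNA either. Immediate-early genes, which dissociation can raise, did not rise as a group. All 23 of them, with *Fos*, *Zfp36* and *Klf6* kept in, had a median of 0.14 (−0.17 to 0.22), at percentile 55.4 of random lists (0.0197, −0.19 to 0.19, without the members in Table 1). This median is below 0.64, but that bound comes from genes chosen for their rise, so that the comparison with it excludes nothing. Nor does it decide for *Fos*, *Zfp36* and *Klf6* alone. A rise of HIF targets in general cannot be told apart from a rise of these genes alone: the 28 targets outside Table 1 had a median log2 ratio of 0.086 (−0.10 to 0.24), but Table 1 holds the genes the study found raised on these samples, so that the list lacks them by selection. The median of the 11 genes was also above 0 in MDSC-like, T or NK cell-like and fibroblast-like cells, so that a rise is not particular to luminal-C-like cells. A response to castration and a difference between the pools remain open and were not tested.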

How the results depend on the processing

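No paired analysis was possible because each condition is 1 pooled library. Of 330 gene list medians over the alternatives, 309 stayed within the spread over members, of 986 values of named genes 683 stayed within the counting interval, and of 29 shares 15 did. Of the 24 genes with the largest ratios, 23 to 24 kept their direction under every setting, and all 11 genes of Table 1 stayed higher. The cause of the changes below was not tested. The rule for naming clusters was settled after the clusters had been seen, and values in classes other than luminal-C-like were not recomputed. Castrated cells were shallower (median 4122 against 7974.5 UMIs), which limits the shares of cells with a UMI, and the threshold for doublets came from 1 library.

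The castrated over sham ratio of the luminal-A-like share of luminal cells (main 0.259) was 1.02 without the *Pate4* exclusion, 0.0230 without integration (3 counts in place of 0), 0.606 for all luminal cells low in luminal-C markers on clustering without the lists of androgen-responsive and secretory genes, and 0.0395 with classing cell by cell after thinning. As alternatives chosen after seeing the data, it was 0.357 for the sub-cluster named luminal-A-like in that clustering and 0.169 without cells with ionocyte or seminal vesicle markers. The ratio of the luminal-C-like share of all cells (main 0.697) was 0.492 at most 10% mitochondrial counts, 0.809 with at least 1000 genes, 0.583 without the *Pate4* exclusion, 0.596 at resolution 0.3, 0.923 without MDSC-like cells and 1.34 among epithelial cells. With the unnamed epithelial cluster, an alternative chosen after seeing the data, it was 0.582. The ratio of the MDSC-like share (main 2.60) was 2.08 with at least 1000 genes and 1.86 among leukocytes.

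Log2 ratios of single genes turned as follows. *Defb28* went to 0.94 with at least 1000 genes. *Rel* went to 0.17 at most 10% mitochondrial counts, 0.053 without the *Pate4* exclusion and 0.075 at resolution 0.3. *Ifit1* went to −0.0096 by the mean per cell and −0.18 without immune UMIs. *Cfb* went to 0.062 at most 10% mitochondrial counts and 0.30 without the *Pate4* exclusion.

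Among the list medians, that of macrophage genes (main −1.27) turned to 0.43 at most 10% mitochondrial counts, 0.12 without immune UMIs, 0.36 after subtraction of free RNA and 0.22 in luminal-C sub-clusters, the last chosen after seeing the data. Neutrophil genes (2.00) were at 2.63, 2.75 and 2.72 under the first 3 of these. The interferon median (−0.35) was −0.12 at most 10% mitochondrial counts and −0.12 without the *Pate4* exclusion. The MHC class I median (−0.52) was −0.29, −0.30, −0.39, −0.36 and −0.31 at most 10% mitochondrial counts, without the *Pate4* exclusion, without doublets, at resolution 0.3 and without immune UMIs. The cholesterol synthesis median (−0.37) was −0.11 with at least 1000 genes, −0.15 without integration, −0.50 under median-ratio scaling and −0.14 by the mean per cell. HIF pathway components (0.40) were at 0.47, 0.47 and 0.48 with at least 1000 genes, without the *Pate4* exclusion and without doublets. Medians near 0, which no interval separates from it, also changed sign: HIF targets outside Table 1, metallothioneins and p53 targets went to −0.05, −0.11 and −0.00 under median-ratio scaling.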

Differences from the paper's values

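The values of Table 1 and Dataset EV1 are on the scale of the log2 of mean normalized expression plus 1, and the values here are given on that scale. The paper's test took cells as replicates, whereas no test was run here. In each case below the direction was that of the paper, and the difference was larger than the counting error of the value here, which is wider under some of the alternatives.
For *Cp* the paper's value is 2.23 and the value here 2.29. With at most 10% mitochondrial counts, at least 1000 genes, resolution 0.3 or without immune UMIs the difference was within the error, and under the other alternatives set before the data were examined it was not. For *Pfkfb3* the paper's value is 0.47 and the value here 0.54. The difference was within the error at most 10% mitochondrial counts, with at least 1000 genes, without the *Pate4* exclusion, at resolution 0.3 and without integration, and not under the others. For *Fos* the paper's value is 0.59 and the value here 0.54. It came within the error with at least 1000 genes, without the *Pate4* exclusion, without doublets and without integration only. For *Klf6* the paper's value is 0.45 and the value here 0.35. It came within the error at most 10% mitochondrial counts, with at least 1000 genes, without the *Pate4* exclusion, without doublets, without integration and without immune UMIs only. For *Ccn1* the paper's value is 0.63 and the value here 0.70. It came within the error with at least 1000 genes, without doublets and without integration only.
For *Il1b* the paper's value is 0.9 and the value here 0.84, within the error at resolution 1.0 only. For *Cxcl1* the paper's value is 0.97 and the value here 1.06, within the error at most 10% mitochondrial counts, with at least 1000 genes, without the *Pate4* exclusion and at resolution 0.3. For *Cxcl5* the paper's value is 2.18 and the value here 2.08, within the error at most 10% mitochondrial counts, without the *Pate4* exclusion and at resolution 0.3. For *Ly6d* the paper's value is 0.96 and the value here 0.90, and no alternative set before the data were examined brought the difference within the error. In the luminal-C sub-clusters, an alternative chosen after seeing the values, the differences of *Cp*, *Klf6*, *Cxcl1* and *Ly6d* were within the error, and all 11 genes of Table 1 stayed higher.
Of the 382 genes of Dataset EV1, 315 lay within 0.1 of the paper's value, with a median absolute difference of 0.0455. The largest differences were in *Sbp* (the paper's value −6.48, here −1.97), *Spink1* (the paper's −7.47, here −5.70) and *Sbpl* (the paper's −1.5, here −0.14).
The paper states that the abundance of luminal-C cells was not reduced after castration. Here their share of all kept cells was lower, 6.59% against 9.46%, while their share of epithelial cells was higher and their number was 645 against 578. The paper names IL2-STAT5 signaling among the pathways of raised genes, and the list used here, which is not the MSigDB set, had 8 of 18 genes higher. The paper's Table EV1 names cholesterol homeostasis among the sets of raised genes, and 14 of 18 cholesterol synthesis genes, also not the MSigDB set, were lower here. That table names oxidative phosphorylation and the p53 pathway among the sets of lowered genes, and 11 of 22 and 4 of 12 genes of such lists were lower here. Interferon alpha response is among its lowered sets too, and 15 of 19 type I interferon genes were lower here. None of these lists is the MSigDB set. The paper's enrichment counts how many called genes fall in a set, and not whether most of its members rose. These counts are thus another measure and do not contradict it. The paper also names hypoxia, and here 16 of 28 HIF targets outside Table 1 were higher, with all 11 genes of Table 1 higher. The paper counts 21 clusters, 13 of them leukocytic, and 20 clusters with 12 leukocytic ones were found here. The paper lists basal cells among its epithelial clusters, and no basal-like cluster was among the 20 found here. Among the alternatives set before the data were examined, a basal-like cluster formed at most 10% mitochondrial counts (66 sham and 35 castrated cells), with at least 1000 genes (76 and 75), at resolution 0.3 and 1.0 (69 and 43 in each) and without integration (66 and 38), and it also formed when epithelial cells were clustered alone.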

Other observations

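In luminal-C-like cells, further gene groups fixed in advance moved apart. Antimicrobial and acute-phase genes were mostly higher after castration (15 of 18, median log2 ratio 1.17, percentile 100), with *Slpi*, a protease inhibitor of mucosal surfaces, rising from 5.43 to 76.4 CPM and *Saa3* from 2.81 to 76.9 CPM, whereas *Nos2* was lower (−1.65). The log2 ratio of *Slpi* was 3.82 and ranged from 3.16 to 5.78 over the alternative settings. *Slpi* is also a leading gene of the MDSC-like cluster 1, and all other cells held it at 152.5 CPM in sham and 273.4 CPM in castrated mice. The antimicrobial list was higher in T or NK cell-like cells too (9 of 11, median 0.98), but not in fibroblast-like cells (7 of 14, −0.05). Type I interferon response genes were mostly lower (15 of 19, median −0.35, percentile 0.02), with *Isg15* at 67.1 against 185 CPM (log2 ratio −1.46, and −2.09 in cells without immune UMIs). Of the 13 genes of MHC class I presentation, 12 were lower (median −0.52, percentile 0.02), including *B2m*, the invariant subunit, at 1467 against 3319 CPM. Interferon genes were also lower in T or NK cell-like (15 of 19, −0.39) and macrophage-like cells (15 of 19, −0.32), but not in fibroblast-like cells, where 10 of 19 were higher (0.03). MHC class I genes were lower in MDSC-like (12 of 13, −0.63) and T or NK cell-like cells (10 of 13, −0.33), with medians nearer to 0 in macrophage-like (−0.13), dendritic cell-like (−0.03) and fibroblast-like cells (−0.03). Cholesterol synthesis genes were lower in 14 of 18 (median −0.37, percentile 0.06), and in dendritic cell-like cells in 16 of 17 (−0.71), whereas in fibroblast-like cells 12 of 18 were higher (0.20). Medians lay near 0 for oxidative phosphorylation (11 of 22 higher, −0.03, percentile 6.92), metallothioneins and oxidative stress (6 of 10 higher, 0.03, percentile 22.0), p53 targets (8 of 12 higher, 0.13, percentile 51.4) and proliferation (5 of 12 higher, −0.07, percentile 23.2). Of genes of other cell types, neutrophil genes were higher in luminal-C-like cells in 14 of 14 (median 2.00, percentile 100) and hemoglobin genes lower in 4 of 4 (median −10.34). Macrophage genes were lower in 9 of 11 (median −1.27), but this median turned to 0.43 at most 10% mitochondrial counts, 0.12 without immune UMIs, 0.36 after subtraction of free RNA and 0.22 in the luminal-C sub-clusters.

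The other classes also differed between the libraries. In T or NK cell-like cells (548 sham, 1202 castrated), *Il17f* rose from 8.05 to 52.6 CPM and *Il22* from 2.5 to 23.8 CPM, while *Gzmb*, the gene of a cytotoxic protease, fell from 1248 to 323 CPM. *Gzmb* is a leading gene of cluster 8, which held 297 of the sham and 574 of the castrated cells of this class. The T cell effector and checkpoint list was lower in 10 of 16 genes of this class (median −0.36, percentile 0.01). Its spread over members was −0.84 to 0.33, which includes 0. In fibroblast-like cells, *Igfbp3*, which encodes a binding protein of insulin-like growth factors, rose from 118 to 2074 CPM. Its detection went from 17.1% to 70.7% of these cells, and *Igf1* fell from 1064 to 339.7 CPM. The largest fibroblast-like cluster was not the same in both libraries, and cluster 2, led by *Igfbp3* among others, held 817 of 2150 sham and 1092 of 2533 castrated cells. In MDSC-like cells, all 18 interferon genes measured were lower (median −1.44), with *Isg15* at 549.8 against 1566 CPM, and the prostaglandin synthase gene *Ptgs2* rose from 1969 to 4364 CPM. The makeup of this class differed: the interferon-led cluster 10 held 198 of 810 sham and 481 of 3374 castrated cells, and cluster 4 held 165 and 1219. Of the suppressive myeloid genes 9 of 15 had higher values there, with a median of 0.22 in the middle of the random lists (percentile 53.5). The hypoxia genes of Table 1 were higher in 11 of 11 in MDSC-like cells (median 0.47, percentile 94.8), 7 of 11 in T or NK cell-like cells (0.71, percentile 100) and 9 of 11 in fibroblast-like cells (0.23, percentile 87.3). They were higher in 5 of 10 in macrophage-like cells (0.00, percentile 12.2) and 5 of 9 in dendritic cell-like cells (0.06, percentile 66.8). Markers of other cells rose in the same classes: neutrophil and macrophage genes were higher in 12 of 14 (median 1.61) and 10 of 11 (1.18) in T or NK cell-like cells, and in 14 of 14 (2.00) and 11 of 11 (0.45) in fibroblast-like cells.

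*Gm27187* had no counts in sham luminal-C-like cells and was detected in 82.8% of castrated ones, and in 75.7 to 84.0% of the castrated cells of every class compared. *Hbb-bs*, a hemoglobin gene, was at 30360 CPM in sham and 2.86 CPM in castrated MDSC-like cells, but was detected in only 17.4% of these sham cells (0.741% of the castrated ones). On clustering of the epithelial cells without the androgen-responsive and secretory genes, a sub-cluster led by *Tff3*, *Fcgbp*, *Muc19* and *Sval1* held 49 sham cells and 6 castrated cells (4.30% and 0.63% of the epithelial cells).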
